# Dynamics of the 4D genome during in vivo lineage specification and differentiation

**DOI:** 10.1038/s41467-020-16598-7

**Published:** 2020-06-01

**Authors:** A. Marieke Oudelaar, Robert A. Beagrie, Matthew Gosden, Sara de Ornellas, Emily Georgiades, Jon Kerry, Daniel Hidalgo, Joana Carrelha, Arun Shivalingam, Afaf H. El-Sagheer, Jelena M. Telenius, Tom Brown, Veronica J. Buckle, Merav Socolovsky, Douglas R. Higgs, Jim R. Hughes

**Keywords:** Gene regulation, Nuclear organization

## Abstract

Mammalian gene expression patterns are controlled by regulatory elements, which interact within topologically associating domains (TADs). The relationship between activation of regulatory elements, formation of structural chromatin interactions and gene expression during development is unclear. Here, we present Tiled-C, a low-input chromosome conformation capture (3C) technique. We use this approach to study chromatin architecture at high spatial and temporal resolution through in vivo mouse erythroid differentiation. Integrated analysis of chromatin accessibility and single-cell expression data shows that regulatory elements gradually become accessible within pre-existing TADs during early differentiation. This is followed by structural re-organization within the TAD and formation of specific contacts between enhancers and promoters. Our high-resolution data show that these enhancer-promoter interactions are not established prior to gene expression, but formed gradually during differentiation, concomitant with progressive upregulation of gene activity. Together, these results provide new insight into the close, interdependent relationship between chromatin architecture and gene regulation during development.

## Abstract (web summary)

The relationship between regulatory elements, chromatin interactions and gene expression during development remains poorly understood. Here the authors present Tiled-C, a low-input 3C approach to study genome architecture at high resolution, and apply it to mouse erythroid differentiation in vivo, finding that enhancer-promoter interactions are formed gradually during differentiation, concomitant with progressive upregulation of gene activity.

## Introduction

Enhancers are non-coding regulatory elements required for precise control of gene expression during mammalian development. The interaction of active enhancer elements with their target genes occurs predominantly within Topologically Associating Domains (TADs), self-interacting regions of chromatin, which are usually ~0.1–1 Mb in size and delimited by convergent binding sites for the zinc-finger protein CTCF^1–3^. The relationship between enhancer activation, formation of intra-TAD chromatin interactions and gene activation is not completely understood^4–6^. To better understand how genome structure relates to function, it is important to characterize the three-dimensional nuclear architecture of the genome at higher resolution, and to determine how it changes during differentiation and development.

It has been shown that TAD boundaries are generally established early in development and remain relatively stable during differentiation^7–10^. By contrast, interactions within TADs are extensively restructured in differentiating cells, which involves the formation of specific interactions between enhancers and promoters^11–15^. It has been suggested that this reorganization precedes gene activity and that enhancer-promoter interactions are formed prior to gene expression^16–18^. However, due to limitations in temporal and/or spatial resolution in previous studies, it is not known precisely when such interactions are formed during development. The detailed order of events and precise relationship between chromatin architecture and activation of regulatory elements and genes therefore remain unclear. For example, it is possible that enhancers and promoters form limited interactions prior to gene activation due to changes in TAD structure during early differentiation, but that strong upregulation of gene expression is associated with more specific, subtle changes in conformation that will only be detected in data with sufficient resolution and sensitivity.

To better understand the relationship between chromatin architecture and gene expression, it is crucial to characterize chromatin structures at high resolution in pure, primary cell populations representing relevant developmental stages. This has been hampered by the lack of high-resolution Chromosome Conformation Capture (3C) methods that are suitable for the analysis of limited numbers of primary cells. Therefore, we developed Tiled-C, a new 3C-based approach^19^, which can generate high-resolution contact matrices of selected regions of interest from as few as 2000 cells and thereby allows for the analysis of cell populations that have previously been inaccessible.

We have used Tiled-C to study the chromatin architecture of key erythroid genes through sequential stages of in vivo erythroid differentiation in the mouse, including highly purified hematopoietic stem and progenitor cells. In addition, we have generated matched chromatin accessibility and single-cell expression data. We examined six loci, including the α-globin, *Slc25a37*, *Tal1*, *Cd47*, *Cpeb4*, and *Btg2* genes, and focused our analyses on the α-globin genes, because the regulatory elements in this locus are extremely well-characterized. We find that the TAD encompassing the α-globin genes is already present in hematopoietic stem cells. We also find that the first steps in gene activation occur in early committed erythroid progenitors and involve opening of the α-globin enhancers, which become accessible prior to both chromatin reorganization and activation of α-globin RNA expression. Subsequent chromatin reorganization involves the appearance of smaller self-interacting domains (sub-TADs) within the larger TAD, in which specific interactions between enhancers and promoters are formed. In contrast to the current literature^16–18^, we find that these enhancer-promoter interactions do not precede upregulation of gene activity, but are formed gradually and concomitantly with progressive activation of α-globin expression. Importantly, we find a similar order of events at other erythroid gene loci. Therefore, our data demonstrate that—at this improved level of resolution—chromatin architecture and gene activation are more tightly linked than previously appreciated. Together, these findings provide new insights into the mechanisms contributing to the establishment of tissue-specific chromatin structures during development.

## Results

### Tiled-C generates low-input and high-resolution 3C data

We developed Tiled-C, a 3C technique, which generates deep, high-resolution contact matrices of genomic regions of interest. Tiled-C maximizes library complexity by employing a single-tube protocol for 3C library preparation, which minimizes losses during the procedure^20^. This is combined with an enrichment approach derived from the efficient Capture-C technology, which allows for up to a million-fold enrichment of interactions of interest^21,22^. While Capture-C targets individual restriction fragments as viewpoints, Tiled-C uses a panel of capture oligonucleotides tiled across all restriction fragments of specified genomic regions to efficiently enrich for contacts within this region. This allows for deep, targeted sequencing of chromatin interactions within regions of interest and thus for the generation of high-resolution contact matrices at unprecedented depth, across multiplexed samples and genomic regions. Tiled-C therefore combines the ability of all vs all methods such as Hi-C^23^ to map large-scale chromatin structures including TADs, and the ability of one vs all methods such as 4C^24,25^ and Capture-C^21,22^ to robustly identify enhancer-promoter interactions within TADs in detail (Supplementary Figs. 1 and 2). To validate the Tiled-C approach, we compared Tiled-C data to the deepest currently available in situ Hi-C datasets (mouse ES cells^9^; Fig. 1a). Tiled-C data at this region was ~28-fold higher in depth and required ~19-fold less sequencing (Supplementary Table 1). To further demonstrate the capabilities of Tiled-C, we performed experiments in which we multiplexed across several key gene loci in both primary mouse erythroid cells and ES cells, to characterize their tissue-specific configurations in depth (Fig. 1b, c).

**Fig. 1:**
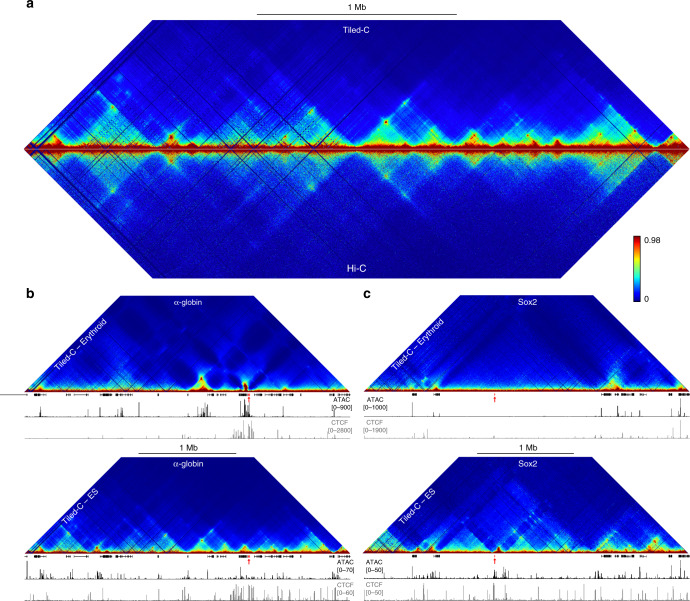
Tiled-C generates deep all vs all 3C data at regions of interest. **a** Comparison of Tiled-C and Hi-C contact matrices at 2 kb resolution in mouse ES cells. Contact frequencies represent normalized, unique interactions in three and four replicates for Tiled-C and Hi-C data, respectively. Coordinates (mm9): chr11:29,902,000–33,228,000. **b** Tiled-C contact matrices of ~3.3 Mb spanning the mouse α-globin locus in primary mature erythroid cells (top) and ES cells (bottom) at 2 kb resolution. Contact frequencies represent normalized, unique interactions in three replicates. Gene annotation (α-globin genes highlighted in red), open chromatin (ATAC), and CTCF occupancy are shown below the matrices. Coordinates (mm9): chr11:29,902,000–33,228,000. **c** Tiled-C contact matrices of ~3.4 Mb spanning the mouse *Sox2* locus in primary mature erythroid cells (top) and ES cells (bottom) at 5 kb resolution. Contact frequencies represent normalized, unique interactions in four replicates. Gene annotation (*Sox2* gene highlighted in red), open chromatin (ATAC), and CTCF occupancy are shown below the matrices. Coordinates (mm9): chr3:33,200,000–36,565,000.

Current methods, such as Targeted Chromatin Capture (T2C)^26^, Capture Hi-C^27^, and HYbrid Capture Hi-C (Hi-C^2^)^28^, also use an oligonucleotide capture procedure to enrich 3C or Hi-C libraries for regions of interest (Supplementary Table 2). These methods require millions of cells per sample. Tiled-C is specifically designed to maximize the efficiency of the experimental procedure and its increased sensitivity allows for the generation of reproducible, high-resolution contact matrices from as few as 2000 cells (Fig. 2, Supplementary Figs. 3 and 4, Supplementary Table 3), thereby enabling the analysis of previously intractable primary cell types. This is critical for the investigation of 4D (3D structure through developmental time) genome organization, as cell numbers become extremely limiting at early stages of development.

**Fig. 2:**
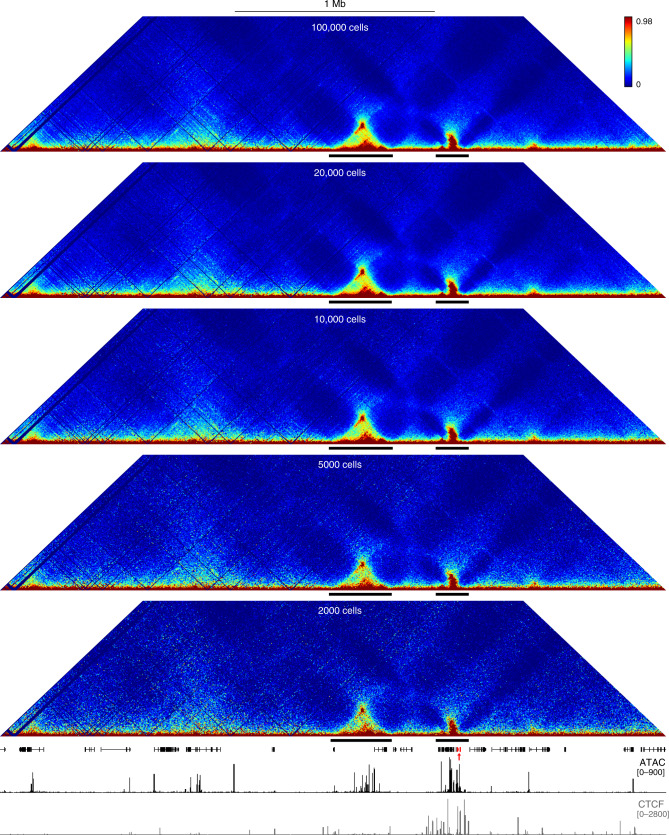
Tiled-C generates high-resolution contact matrices from small numbers of cells. Tiled-C contact matrices of ~3.3 Mb spanning the mouse α-globin locus at 5 kb resolution, generated from small aliquots of primary mature erythroid cells. Contact frequencies represent normalized, unique interactions in three replicates. TADs are indicated below each matrix with a black bar. Gene annotation (α-globin genes highlighted in red), open chromatin (ATAC), and CTCF occupancy are shown below the matrices. Coordinates (mm9): chr11:29,900,000–33,230,000.

We used Tiled-C to study changes in chromatin structure associated with gene activation in primary cells during in vivo mouse erythropoiesis. We initially focused on the α-globin cluster because the α-globin genes and their regulatory elements are extremely well-characterized. 

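On build mm9, the build of the coordinates the paper gives for Tiled-C, the GENCODE M1 annotation places the embryonic gene *Hba-x* on chromosome 11 from 32176400 to 32178116. The adult α-globin genes are listed as *Hba-a1*, from 32183511 to 32184465, and *Hba-a2*, from 32196489 to 32197301. *Hbq1b* lies between them, from 32186965 to 32187784, and *Hbq1a* lies downstream of *Hba-a2*, from 32200069 to 32200873. All 5 genes are on the plus strand. The annotated transcripts of *Hba-a1* and *Hba-a2* are 699 and 554 bases long and align over 538 bases, of which 537 are identical. Their coding sequences of 429 bases differ at 1 base, and the 74 aligned bases of their 3′ untranslated regions are identical. Reads that match both copies can therefore be split between them or left out by counting, and the paper's text does not state which was done. Expression of the adult genes is given below as the sum of both, which does not restore reads that were left out.

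**Figure D1:**
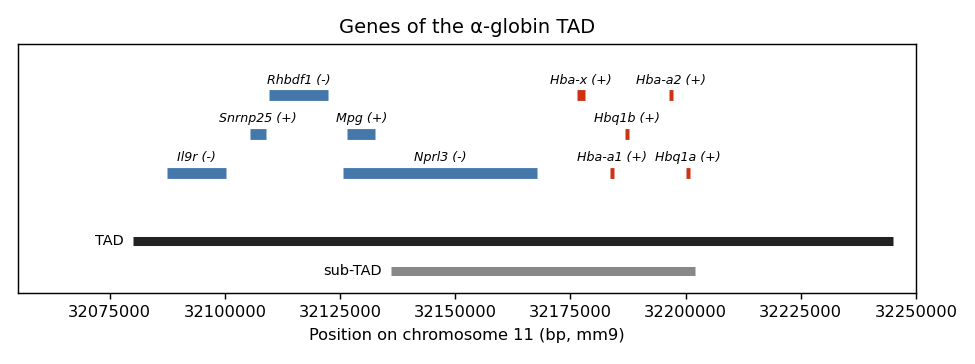
Position of the genes of the α-globin TAD on chromosome 11 (bp, mm9), with the strand of each gene in brackets. Bars are gene bodies from the annotation, red for globin genes and blue for other genes, and the black and gray bars are the TAD and sub-TAD of Fig. 4. The 5 globin genes lie at the right of the sub-TAD.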

The mouse α-globin cluster comprises the duplicated adult α-globin genes *Hba-1* and *Hba-2*, as well as the embryonic gene *Hba-x*, and two genes of unknown function *Hbq-1* and *Hbq-2*. These genes are located in a TAD, which also contains five additional genes upstream of the α-globin cluster: *Nprl3*, *Mpg*, *Rhbdf1*, *Snrnp25*, and *Il9r*. 

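The TAD drawn in Fig. 4 spans chromosome 11 from 32080000 to 32245000 (mm9), a length of 165000 bp. Within it, *Il9r* lies from 32087541 to 32100279 on the minus strand, *Snrnp25* from 32105415 to 32108984 on the plus strand and *Rhbdf1* from 32109585 to 32122300 on the minus strand. *Nprl3* covers 42080 bp, from 32125628 to 32167707 on the minus strand. *Mpg*, on the plus strand from 32126505 to 32132700, overlaps *Nprl3* on the opposite strand. The sub-TAD of Fig. 4, from 32136000 to 32202000, holds the globin genes, and its upstream edge falls within *Nprl3*.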

The α-globin genes are regulated by five erythroid-specific enhancer elements (R1-R4 and Rm), which classify as a super-enhancer^29^. In terminally differentiating erythroblasts these enhancers interact with the gene promoters in a sub-TAD flanked by multiple CTCF-binding elements, which are predominantly in a convergent orientation^30–32^ (Supplementary Fig. 1).

### Isolation of primary erythroid cell populations

Using fluorescence-activated cell sorting (FACS), we isolated cells at sequential stages of erythroid differentiation directly from mouse fetal livers (Fig. 3a, b). This allowed us to analyze highly purified primary cells through in vivo erythropoiesis. The S0-low cell population consists of early progenitors, predominantly Burst-Forming Unit-Erythroid (BFU-E) cells. S0-medium consists primarily of early Colony-Forming Unit-Erythroid (CFU-E) cells, while S1 and S2 contain the last CFU-E cell division before terminal differentiation^33,34^. S3 through to S5 consist of terminally differentiating erythroblasts in progressively more mature states. Because erythroid cells enucleate in the final stages of differentiation, we have focused our analyses on stages S0 through to S3. In vitro, differentiation from S0 cells to S1 cells takes about 10 h, and differentiation to S3 cells takes an additional 10 h.

**Fig. 3:**
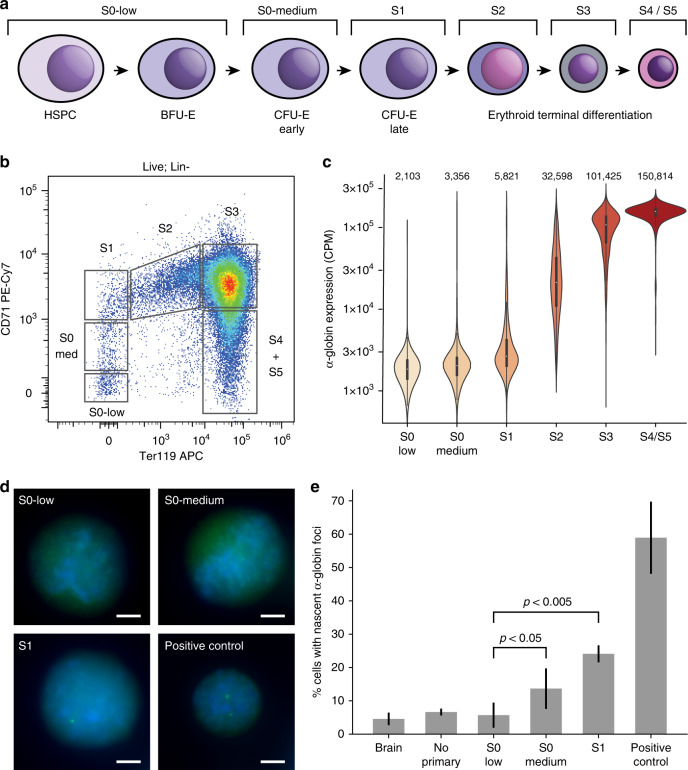
Expression of α-globin is gradually upregulated during in vivo erythroid differentiation. **a** Scheme of erythroid differentiation showing the various populations analyzed. **b** Example FACS plot showing the gating strategy used to isolate erythroid progenitors from mouse fetal liver. **c** Expression (in counts per million) of α-globin transcripts in each population as determined by single-cell RNA-seq. Mean expression for each population is given at the top of each bar. **d** Representative RNA-FISH images showing detection of nascent α-globin transcripts in sorted early erythroid progenitors. Scale bar is 3 μM for each image. **e** RNA-FISH quantification, showing the mean ± s.d. of *n* = 3 independent experiments (except for brain and “no primary” negative controls, which have *n* = 2). *P*-values were calculated by two-tailed paired *t*-tests (S0-low vs S0-medium *P* = 0.041, S0-low vs S1 *P* = 0.002). Source data are provided as a Source Data file.

### Gene expression through erythroid differentiation

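CITE-seq counts the transcripts of single cells together with antibodies that carry a DNA barcode, so that cells can be grouped by their surface markers as in FACS. The data are 1 cDNA library and the antibody library of the same cells, from 7 pooled C57BL/6 fetal livers at e13.5. There are no replicates, and cells are not replicates, so no p-value is given for any comparison in these data. The authors deposited raw counts of unique molecular identifiers (UMIs) per gene and cell, and raw antibody counts per cell. The matrix holds 7863 cells with 58606632 UMIs, a median of 5707 UMIs per cell (range 2510 to 38047). All 7863 cells also have antibody counts, with a median of 1092 per cell. After filtering, 7244 cells were kept, of which 6424 had low counts of the lineage antibodies. The paper's text gives no gate positions, so the populations were rebuilt by clustering the Ter119 and CD71 antibody counts into classes. This gave 1510 S0-low cells with a median of 6146 UMIs, 1054 S0-medium cells with 10282, 612 S1 cells with 10151.5, 1298 S2 cells with 6019.5, 853 S3 cells with 4503 and 883 S4/S5 cells with 3943. Expression is the mean over cells of counts per 1000000 UMIs of the cell (CPM), as in the paper. Intervals in brackets are 95% and cover counting error only. They are exact Poisson intervals for summed UMIs, exact Clopper-Pearson intervals for shares of cells, and intervals of the ratio of summed UMIs for ratios of mean CPM. On simulated cells, the last of these held the true ratio for 179 of 200 genes, so they are narrower than stated.

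**Figure D2:**
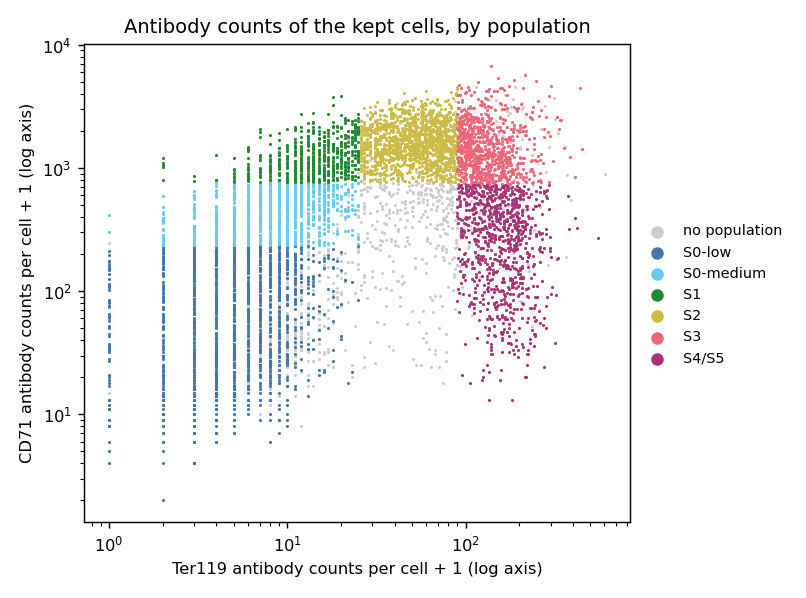
Antibody counts of the 7244 kept cells, plus 1, for Ter119 (x axis) and CD71 (y axis), both on log axes. Each point is a cell, colored by its population, and gray cells are in no population. CD71 rises from S0-low to S1 at low Ter119, and falls from S3 to S4/S5 at high Ter119.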

We used Cellular Indexing of Transcriptomes and Epitopes by Sequencing (CITE-seq)^35^, a variant of single-cell RNA-seq, to characterize gene expression in the isolated cell populations. We generated a dataset that covers the full course of in vivo erythroid differentiation through to terminal differentiation in the mouse (Supplementary Fig. 5), which shows that α-globin is expressed at basal levels in the S0 populations. 

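The mean α-globin level was 3002 CPM in S0-low cells, with a median over cells of 1992 CPM, and 5923 CPM in S0-medium cells, with a median of 2575 CPM. The mean was 1.97 times higher in S0-medium than in S0-low cells (1.94–2.00), beyond counting error. Nearly all cells had an α-globin UMI, 99.8% in S0-low and 100% in S0-medium. Free RNA in droplets also gives UMIs to cells that do not express a gene, so the level was read in cells that should lack α-globin. The 780 cells in clusters named megakaryocyte-like, myeloid-like, macrophage-like and hepatocyte-like had a mean of 3527 CPM and a median of 2061 CPM, at a median depth of 7886.5 UMIs. The S0-low median lay below theirs, and the S0-low mean below their mean. The order depends on the cells taken as reference. The 303 hepatocyte-like, megakaryocyte-like and myeloid-like cells within the S0-low gate had a median of 1919.6 CPM (quartiles of cells 1505 to 2326), so the S0-low median lay above their median and within their quartiles. With the non-erythroid cells of the lowest Ter119 class alone, their mean was 2184 CPM, below the S0-low mean. Of the S0-low cells, 20.3% (18.3–22.4) fell in those named clusters. The alternative that moved the ratio most, chosen after the data were seen, subtracted the median of the non-erythroid cells from both populations and gave 4.10. Subtracting their mean gave no ratio, as it exceeds the S0-low mean. The other alternatives set before the data were examined gave from 1.25, with the antibodies scaled within each cell, to 2.11, for *Hba-a1* alone.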

Expression of α-globin dramatically increases during the S2 stage and plateaus at S3; however, the earliest cells showing elevated expression of α-globin are found in the S1 stage (Fig. 3c). 

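In S1 cells, the mean α-globin level was 10703 CPM and the median 5329 CPM, 3.57 times the S0-low mean (3.51–3.62). S2 cells had a mean of 46456 CPM, 4.34 times the S1 mean (4.30–4.38). In S3 cells the mean was 106735 CPM, 2.30 times the S2 mean (2.29–2.31). Other gates gave from 2.12, with a Gaussian mixture for the antibody classes, to 4.18, with log10 of the antibody counts. With log10 counts, S3 over S2 exceeded S2 over S1, which was 3.82. It did not under the other gates that were run. S4/S5 cells had a mean of 150088 CPM, 1.41 times the S3 mean (1.40–1.41), with globin genes at 64.1% of all UMIs. This last ratio was 1.25 for UMIs per cell and 2.18 with globin genes left out of the denominator. For the share of cells with elevated α-globin, each cell was thinned to 2000 UMIs, and a cell counted as elevated above the 99th percentile of S0-low cells, 30.9 α-globin UMIs. By this limit, 103 of 612 S1 cells were elevated, 16.8% (13.95–20.0), against 6.07% (4.71–7.69) of S0-medium cells and 78.9% (76.6–81.1) of S2 cells. Among the non-erythroid cells 4.23% (2.93–5.89) passed the limit, an interval that overlaps that of S0-medium and not that of S1. The overlap depends on the limit. With the 95th percentile, 57.0% of S1, 20.9% (18.5–23.5) of S0-medium and 8.21% (6.38–10.4) of non-erythroid cells were elevated. Without thinning, the S1 share was 15.2%, and with a Gaussian mixture in place of k-means for the antibody classes it was 4.88%. Within the cells with low Ter119, outside the named non-erythroid clusters, the median level rose from 1785 CPM in the lowest of 10 groups of cells ordered by CD71 to 7452 CPM in the highest. Cells of unnamed clusters stayed in these groups, so they are not a purely erythroid series. Of these clusters, cluster 14 had 5 of 6 multipotent progenitor markers raised. Its 262 S0-low cells had a median of 1767 CPM. From the levels in Fig. 3c the paper places the main increase in S2 with a plateau at S3, and the earliest cells with elevated α-globin in S1.

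**Figure D3:**
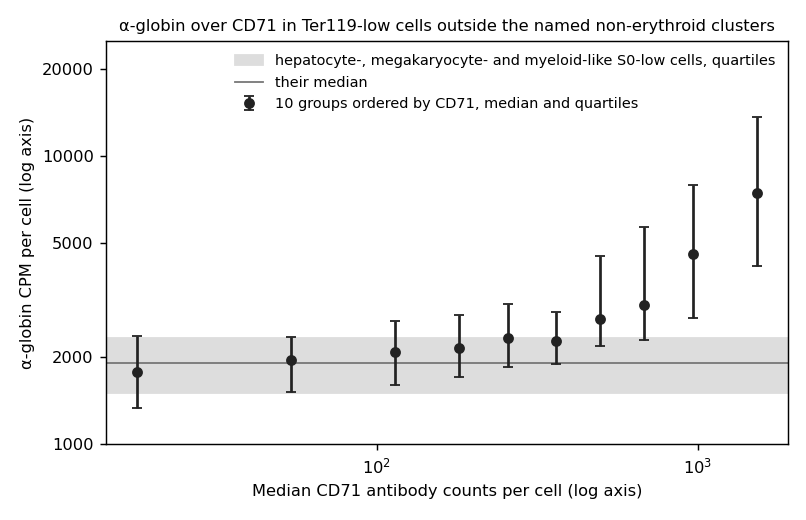
α-globin level per cell (CPM, log axis) over the median CD71 antibody counts (log axis) of the lineage-low, Ter119-low cells outside the named non-erythroid clusters. Points are the medians of 10 groups of these cells ordered by CD71, and bars span the quartiles of cells. The gray band and line are the quartiles and median of the hepatocyte-like, megakaryocyte-like and myeloid-like S0-low cells. The medians of groups 1 to 4 and 6 lie within the band, and those of group 5 and groups 7 to 10 above it.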

To validate that erythroid-specific α-globin upregulation begins at S1, we performed RNA-FISH to detect nascent transcription in FACS-sorted primary cells (Fig. 3d). We detect a small increase in nascent transcription from S0-low to S0-medium cells and confirm a robust increase in expression from S0 to S1 cells (*P* < 0.005 by paired *t*-test; Fig. 3e).

### Chromatin architecture through erythroid differentiation

We used the Assay for Transposase-Accessible Chromatin using sequencing (ATAC-seq)^36^ to profile chromatin accessibility in these stages. Interestingly, we find that both enhancer and promoter elements are accessible prior to the onset of erythroid-specific gene expression, and that the degree of accessibility gradually increases, concomitant with upregulation of α-globin expression (Fig. 4, Supplementary Fig. 6). Tiled-C analysis shows that a TAD structure encompassing the α-globin locus is present at the earliest stage (S0-low), prior to the formation of weak enhancer-promoter interactions in the S0-medium stage (Fig. 4, Supplementary Figs. 7 and 8). These enhancer-promoter interactions strengthen in the subsequent S1 and S2 stages, accompanied by increases in α-globin expression and accessibility. In the S3 stage, where chromatin accessibility and expression reach their maximum levels, we observe a further increase in enhancer-promoter interactions in a sub-domain within the TAD, similar to the structure observed in primary erythroblasts derived from mature spleen tissue (Fig. 1, Supplementary Figs. 1 and 2). 

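In the CITE-seq library, the α-globin level was highest in S3 among the stages from S0-low to S3, with a median over cells of 113897 CPM against 34798 CPM in S2. β-globin, the sum of 2 adult genes, rose over the same step from a mean of 131175 to 313715 CPM. Globin genes made up 13.1% of all UMIs in S2 and 37.9% in S3, so the denominator of the CPM changes with the globins themselves. Counted as UMIs per cell, α-globin was 2.06 times higher in S3 than in S2, and relative to the UMIs of non-globin genes it was 3.31 times higher.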

The smaller sub-TAD, which gradually forms within the pre-existing TAD, is delimited by convergent CTCF-binding elements that flank the α-globin enhancers and genes (Fig. 4, Supplementary Fig. 1). We have previously shown that these CTCF-binding elements are functionally important to restrict the interactions of the α-globin enhancers and prevent other genes within the TAD, but outside the sub-TAD, from being upregulated^31,37^. This suggests that this smaller erythroid-specific domain is likely formed by similar CTCF-dependent mechanisms as TADs, although it is smaller in size (~70 kb) and has very high internal interaction frequencies compared to typical TADs.

**Fig. 4:**
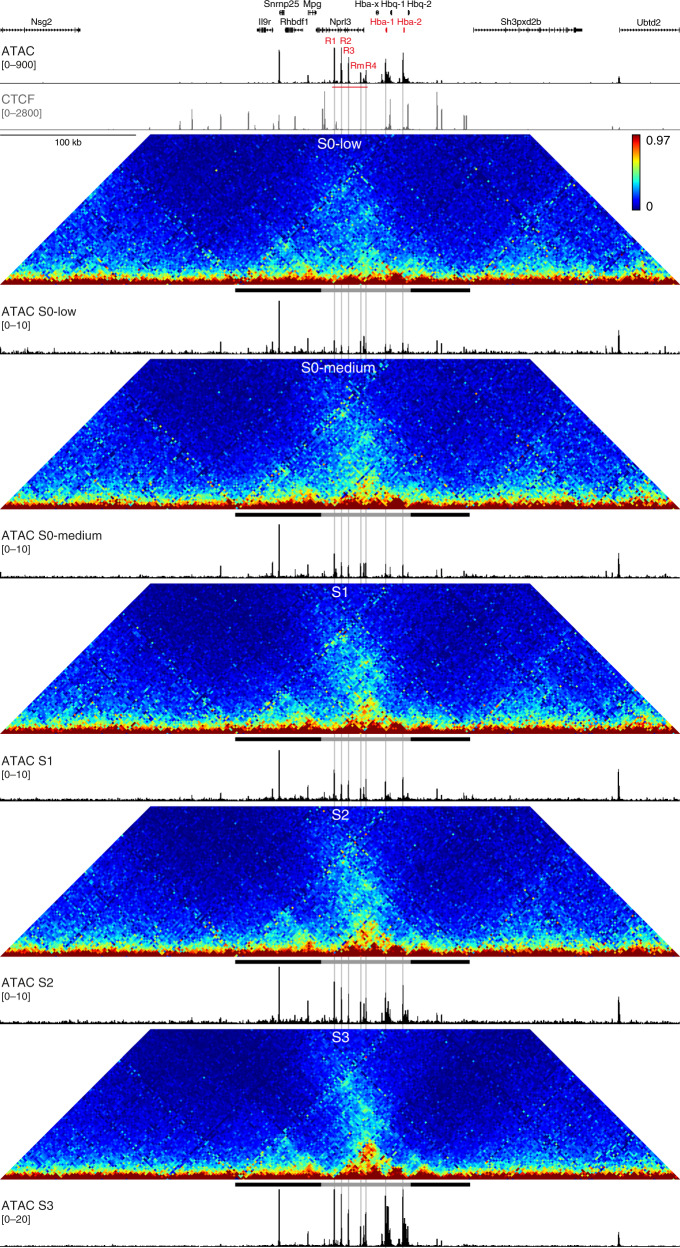
Upregulation of α-globin expression correlates with increased chromatin accessibility and enhancer-promoter interactions. Tiled-C contact matrices of 500 kb spanning the mouse α-globin locus in sequential stages of in vivo erythroid differentiation at 2 kb resolution. Contact frequencies represent normalized, unique interactions in two replicates. The black and gray bar below each matrix represent the pre-existing TAD (chr11:32,080,000-32,245,000) and erythroid-specific sub-TAD (chr11:32,136,000-32,202,000), respectively. Matched open chromatin (ATAC) profiles are shown underneath the matrices and represent normalized data from 3 S0-low, S0-medium, and S1 replicates and 2 S2 and S3 replicates. The ATAC profiles are shown at different scales to highlight changes in accessibility in early stages of differentiation. Gene annotation (α-globin genes highlighted in red), open chromatin (ATAC; α-globin enhancers highlighted in red), and CTCF occupancy in mature mouse erythroblast cells are shown at the top. Coordinates (mm9): chr11:31,900,000–32,400,000.

Since both accessibility and the encompassing TAD structure are present prior to erythroid-specific α-globin expression, we purified early hematopoietic progenitor populations to investigate when in differentiation these features are established. Interestingly, we find that the pre-existing TAD containing the α-globin locus is already present in hematopoietic stem cells, despite four out of five enhancers and both promoters being inaccessible at this stage (Supplementary Fig. 9).

To examine whether a similar order of events operates at other gene loci, we examined the chromatin architecture of five additional erythroid gene loci through erythropoiesis: *Slc25a37*, *Tal1*, *Cd47*, *Cpeb4*, and *Btg2*. In each of these loci, we find that regulatory elements are accessible prior to gene activation and gradually increase in accessibility as gene expression is upregulated (Supplementary Figs. 10–12). We also find that these elements interact at basal levels in a pre-existing TAD structure prior to gene expression. However, specific interactions between the regulatory elements progressively increase during differentiation as erythroid-specific gene activity increases (Fig. 5). These results confirm that specific regulatory interactions do not precede gene activation, but are formed gradually and concomitant with upregulation of gene expression.

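In the CITE-seq library, the mean level of all 5 genes was higher in S3 than in S0-low cells by more than counting error. The ratio was 26.0 (24.0–28.2) for *Slc25a37*, 13.8 (10.6–18.0) for *Cpeb4*, 17.7 (15.0–21.0) for *Btg2*, 2.36 (2.16–2.58) for *Tal1* and 1.49 (1.42–1.56) for *Cd47*. The S0-low mean of *Cpeb4* and *Btg2* lay below that of the non-erythroid cells, and those of *Slc25a37* and *Cd47* lay close to it. The ratios of these genes are therefore over a base near or below the pooled level in cells of other types. The ratio that moved most was that of *Cpeb4*, to 33.8 with log10 of the antibody counts and 33.7 with the antibodies scaled within each cell for the gates. That of *Slc25a37* moved most with globin genes left out of the denominator, to 42.3. The 5 ratios stayed above 1 under every alternative that was run. The smallest was *Cd47* counted as UMIs per cell, at 1.04. From S3 to S4/S5 the CPM of the 5 genes fell. With globin genes left out of the denominator, *Cpeb4* no longer fell.

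**Figure D4:**
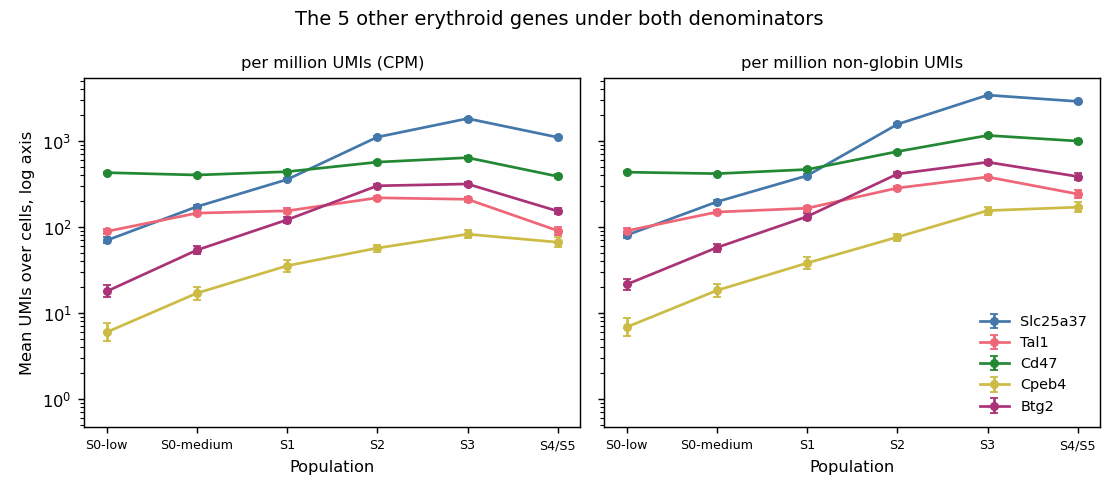
Mean level over cells of the 5 genes in each population, in CPM of all UMIs (left) and of non-globin UMIs (right), both on the same log axis. Points are means over the cells of 1 library, lines join the populations in the order of differentiation, and bars are 95% exact Poisson intervals of the summed UMIs. The ratio of S4/S5 over S3 is 0.806 for Cpeb4 on the left and 1.09 on the right.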

**Fig. 5:**
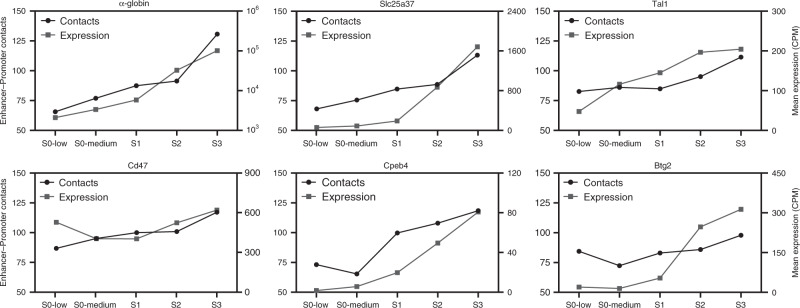
Enhancer-promoter interactions are formed progressively during erythroid differentiation and correlate with upregulation of gene expression. Quantification of enhancer-promoter interactions and gene expression during in vivo erythroid differentiation at six erythroid gene loci. Contact frequencies (black circles; left *Y*-axis) represent unique interactions normalized for the total number of contacts in the matrix. Expression counts (gray squares; right *Y*-axis) represent mean expression in counts per million (CPM) for each population as determined by single-cell RNA-seq. Expression of α-globin, *Slc25a37* and *Tal1*, is upregulated early in differentiation, concomitant with increased enhancer-promoter interactions. *Cd47* is expressed in hematopoietic stem cells and further upregulated later in erythroid differentiation when enhancer-promoter interactions are strengthened. *Cpeb4 a*nd *Btg2* become robustly expressed in the S1 stage and are further upregulated as enhancer-promoter interactions increase later in differentiation.

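*Slc25a37* lies on chromosome 14 from 69859908 to 69903160 on the minus strand (mm9), and *Tal1* on chromosome 4 from 114729031 to 114744360 on the plus strand. The mean level of *Slc25a37* was 69.8 CPM in S0-low, 172 in S0-medium, 356 in S1, 1107 in S2 and 1816 CPM in S3 cells. In the non-erythroid cells it was 67.5 CPM, close to S0-low, and in the hepatocyte-like cells among them 60.1 CPM. Each step exceeded counting error, with 664 UMIs in S0-low and 7555 in S3. *Tal1*, with 54.8 CPM in the non-erythroid cells, rose from 88.7 CPM in S0-low to 145 CPM in S0-medium, by a factor of 1.63 (1.50–1.77). Its non-erythroid mean pools types that ranged from 15.7 CPM in hepatocyte-like to 118 CPM in megakaryocyte-like cells, the latter above S0-low. Its level of 154 CPM in S1 was not distinguishable from that in S0-medium, with a ratio of 1.06 (0.976–1.16). This depends on the gates, since the ratio was above that interval with the antibodies scaled within each cell (1.25), with log10 of the antibody counts (1.24) and with terciles of CD71 (1.21). It was 218 CPM in S2, 1.42 times the S1 level (1.31–1.54), although the ratio was 0.979 for UMIs per cell. It was 209 CPM in S3, a difference from S2 within counting error (ratio 0.961, 0.888–1.04). This step depends on gates and unit. With log10 of the antibody counts for the gates, the levels in S2 and S3 were 181 and 208 CPM. The ratio was 1.34 without globin genes in the denominator and 0.776 for UMIs per cell.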

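*Cd47* spans chromosome 16 from 49855731 to 49915123 on the plus strand (mm9). S0-low cells had a mean of 427 CPM, and 87.7% of them had a *Cd47* UMI. In the non-erythroid cells the mean was 403 CPM, and 88.8% had a UMI. This mean pools types that ranged from 181 CPM in hepatocyte-like to 499 CPM in myeloid-like cells. The level was 401 CPM in S0-medium, a ratio of 0.939 (0.901–0.979) to S0-low, and 438 CPM in S1. With a Gaussian mixture for the gates, the level was higher in S0-medium (426 CPM) than in S0-low (417 CPM). It rose to 567 CPM in S2, 1.29 times the S1 level (1.23–1.35), and to 638 CPM in S3, 1.13 times the S2 level (1.07–1.18). The direction of these steps depends on the unit. Counted as UMIs per cell, *Cd47* was 0.866 times as high in S2 as in S1 and 0.867 times as high in S3 as in S2, and 1.26 times as high in S0-medium as in S0-low.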

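*Cpeb4* lies on chromosome 11 from 31772211 to 31835634 on the plus strand (mm9), and *Btg2* on chromosome 1 from 135971747 to 135975697 on the minus strand. The level of *Cpeb4* rests on few counts, with 71 UMIs in S0-low, 142 in S0-medium and 173 in S1. Its mean was 5.99 CPM in S0-low, 17.0 in S0-medium and 35.4 CPM in S1, 2.08 times the S0-medium level (1.66–2.62). The non-erythroid cells had 20.8 CPM. It continued to 56.8 CPM in S2 and 82.4 CPM in S3. *Btg2* rose from 17.9 CPM in S0-low to 53.9 CPM in S0-medium and 121 CPM in S1, which was 2.25 times the S0-medium level (1.96–2.58). The non-erythroid mean of *Btg2* was 32.5 CPM, above that of S0-low, and the hepatocyte-like mean 22.0 CPM. The first of these steps depends on the gates. With the antibodies scaled within each cell, *Btg2* was lower in S0-medium (13.2 CPM) than in S0-low (17.5 CPM), and with log10 of the antibody counts the levels were 16.9 and 17.5 CPM. The S2 level was 301 CPM, and the step to 316 CPM in S3 was within counting error (ratio 1.05, 0.979–1.12). The direction of this step depends on gates and unit. It was a fall for UMIs per cell (ratio 0.875) and with a Gaussian mixture (325 to 310 CPM). It was a rise with log10 of the antibody counts (207 to 311 CPM) and with the antibodies scaled within each cell (251 to 308 CPM). Without globin genes in the denominator it was a rise from 412 to 566 CPM.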

## Discussion

The mouse α-globin cluster has a long history as model locus for studying gene regulation during differentiation and development^38^. Previous analysis of transcription factor binding at the α-globin locus has shown that lineage commitment and differentiation are driven by sequential appearance of key transcription factors^39^, consistent with the gradual increase in chromatin accessibility at the regulatory elements we describe here. In addition, previous 3C studies of both the α- and β-globin loci in erythroid cell lines have demonstrated that interactions between enhancers and promoters are tissue-specific^40,41^. More recently, the tissue-specific conformation of the α-globin locus has also been described based on super-resolution imaging of two stages of ex vivo erythroid differentiation^42^.

A limitation of the current body of work on chromatin organization during differentiation and development—both at the globin clusters and other gene loci—is that experiments have been performed at low spatial and temporal resolution and predominantly in vitro. Previous studies have therefore not been able to identify at what point in differentiation tissue-specific interactions between enhancers and promoters are established, nor how the formation of these interactions relates to changes in gene expression. Progress in this area has been limited by a lack of techniques capable of generating high-resolution interaction data from the small numbers of cells available in developmentally relevant primary cell populations.

To overcome this hurdle, we have developed Tiled-C, a new 3C-based approach, which can generate high-resolution chromatin interaction data from as few as 2000 cells and thus enables analysis of cell populations that have previously been inaccessible. We have used Tiled-C, in combination with ATAC and single-cell RNA-seq, to study the dynamic chromatin architecture and expression of the α-globin cluster through in vivo erythropoiesis. Our data show that the boundaries of the TAD containing the α-globin cluster are already established in hematopoietic stem cells and maintained during further differentiation. This is consistent with previous reports, which have shown that TADs are relatively stable during differentiation and development^7–10^. In contrast to the current literature^16–18^, however, the high resolution of our data has enabled us to show that the formation of smaller domains within TADs and the subtle structural changes that strengthen specific enhancer-promoter interactions both occur gradually during erythroid differentiation, concomitant with progressive upregulation of gene activity (Fig. 6). Interestingly, initial chromatin accessibility is detectable at the regulatory elements of the α-globin locus prior to conformational change and activation of gene expression, although accessibility also increases gradually during differentiation. In addition to the α-globin cluster, we demonstrate the same order of events across five other erythroid gene loci.

**Fig. 6:**
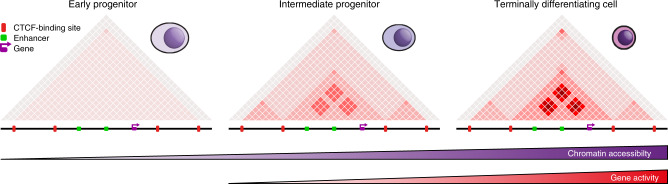
Graphical Summary. Based on our findings, we propose a model in which TADs are established very early in differentiation. During lineage commitment, tissue-specific open chromatin sites are established within these domains. This is followed by the formation of smaller sub-domains within TADs, in which enhancers and promoters form interactions. Through differentiation, accessibility and specific interactions between enhancers and promoters are gradually increased, concomitant with upregulation of gene expression.

It is likely that the formation of specific sub-domains within TADs early in differentiation facilitates interactions between enhancers and promoters to prime loci for gene activation. It has recently been shown for the globin loci that gene activation is associated with the formation of higher-order hub-like structures, in which multiple enhancers and promoters form simultaneous, specific interactions^30,43^. Our data suggest that these structures may only be formed in the final stages of differentiation, when chromatin accessibility and interactions between enhancers and promoters are strongest, and may be important to achieve maximal gene expression. This is further supported by recent live imaging experiments in Drosophila, in which gene activation only occurred upon the formation of tight associations between enhancers and a gene promoter, and not after induced enhancer-promoter proximity resulting from interactions between insulator elements^44^.

This model implies that there are multiple processes contributing to the formation of specific chromatin structures associated with gene activation. A pre-existing TAD encompassing the α-globin locus is formed early in differentiation. This occurs prior to activation of the regulatory elements of α-globin, though other genes within the domain are active at this early stage. The formation of the TAD is likely driven by tissue-invariant loop extrusion mediated by cohesin and constitutive CTCF-binding elements^28,45^. During differentiation, chromatin accessibility increases, and a smaller sub-domain is formed within this TAD. We have previously shown that deletion of the CTCF-binding sites at the base of this sub-domain causes it to expand and leads to aberrant expression of the neighboring genes^31,37^. This indicates that the boundaries of the sub-TAD are dependent on these CTCF-binding sites and implies that its formation is mediated by loop extrusion. Since the CTCF-binding sites are constitutively occupied, erythroid-specific domain formation is likely driven by increased rate or processivity of loop extrusion in this region during differentiation. As we have previously observed erythroid-specific accumulation of cohesin at the α-globin enhancers^31^, it is possible that this is mediated by increased cohesin recruitment or stalling at the activated regulatory elements. This is further supported by studies showing that cohesin colocalizes with transcription factors across the genome^46,47^.

The initial appearance of chromatin accessibility at the regulatory elements of α-globin occurs early in differentiation and significantly precedes the onset of specific enhancer-promoter interactions. This suggests that chromatin opening can occur independently of larger scale chromatin reorganization, yet further increases in accessibility do occur alongside the establishment and progressive strengthening of enhancer-promoter interactions, suggesting only a partial decoupling. Our observation that the TAD at the α-globin locus is present prior to accessibility of the regulatory elements indicates that activation of regulatory elements is not required for the establishment of the TAD, which is consistent with our previous work showing that deletion of the α-globin enhancers has no impact on the formation of the α-globin TAD. In contrast, the α-globin enhancer deletions do affect specific interactions between the α-globin promoters and the remaining enhancers^29,42^, reinforcing that regulatory elements play a role in the formation of tissue-specific chromatin structures, possibly mediated by interactions between the multi-protein complexes bound at these elements.

In conclusion, our dissection of the chromatin architecture of a well-understood gene locus through in vivo erythroid differentiation demonstrates that chromatin architecture and gene activation are tightly linked during development and provides new insights into the distinct mechanisms contributing to the establishment of tissue-specific chromatin structures. Importantly, Tiled-C provides an approach that enables such detailed analysis in cell types that were previously intractable.

## Methods

### Cells

Mature primary Ter 119+ erythroblasts were obtained from spleens of female C57BL/6 mice treated with phenylhydrazine as previously described^22^. Mouse ES cells (E14 and A9 lines) were cultured and harvested as previously described^22^.

Primary erythroid progenitor cells were isolated from fetal livers, which were freshly isolated at e12.5-e13.5 from C57BL/6 mouse embryos. 5–15 livers were pooled together for each experimental replicate, mechanically dissociated in staining buffer (PBS, 0.2% BSA, 5 mM Glucose) and strained through a 30-μm strainer. Cells were immunostained at 4 °C in the presence of rabbit IgG (200 μg/ml, Jackson Laboratories 015-000-003) to block Fc receptors. To enrich for early erythroid progenitors, cells were first stained with 5 μg/ml biotin-conjugated anti-Ter119 (BD 553672) for 30 min, before magnetic depletion using streptavidin nanobeads (BioLegend Mojosort 480016) following the manufacturer’s instructions. Cells were then incubated with 0.5 μg/ml APC-conjugated streptavidin (BD 553672), 0.33 μg/ml PE-Cy7-conjugated anti-CD71 (BioLegend 113811) and a panel of 5 FITC-conjugated lineage antibodies (anti-CD41, anti-CD45R, anti-CD3e, anti-CD11b and anti-Ly-6G/6C, all at 1 μg/ml; BD 553848, 553087, 553061, 557396, and 553126, respectively) for 45 min. Cells were then resuspended in FACS running buffer (staining buffer plus 2 mM EDTA). 0.66 μg/ml Hoechst was added immediately prior to sorting in order to distinguish live cells. Cells were sorted into Eppendorf tubes containing 500 μl RPMI supplemented with 10% FCS using a BD FACSAria™ Fusion machine with a 100 μM nozzle size.

Hematopoietic stem and progenitor cells (HSPCs), lymphoid-primed multipotential progenitors (LMPPs) and multipotent progenitors (MPPs) were stained and FACS sorted from the bone marrow of 12-week-old female C57BL/6 mice as previously described^48^.

All protocols were approved through the Oxford University Local Ethical Review process and all experimental procedures were performed in accordance with European Union Directive 2010/63/EU and/or the UK Animals (Scientific Procedures) Act, 1986.

### Replicates

The presented Tiled-C data derived from mature splenic erythroblasts and ES cells represent biological triplicates produced from separate mice or culture flasks, respectively. The presented Tiled-C data derived from hematopoietic and erythroid progenitor populations represent biological duplicates, with the exception of the S1 stage, for which we used a single biological replicate to generate technical duplicates. The presented ATAC data derived from hematopoietic and erythroid progenitor populations represent biological triplicates for the S0-low, S0-medium, and S1 populations, biological duplicates for the S2 and S3 populations, and single replicates for the hematopoietic progenitor populations. The presented RNA-FISH data represent biological triplicates except for the brain and no primary-antibody-negative control, which represent biological duplicates.

### Tiled-C—rationale

Tiled-C is a hybrid of the all vs all 3C methods, such as Hi-C^23^, and the one vs all methods, such as 4C^24,25^ and Capture-C^21,22^. Tiled-C generates all vs all contact matrices of specified genomic regions and thus combines an unbiased all vs all view with the ability to target regions of interest, without the need to sequence chromatin interactions genome-wide. Tiled-C has similarities to 5C^49^ and Targeted Chromatin Capture (T2C)^26^. However, Tiled-C allows for reliable PCR duplicate filtering based on random sonication ends and uses more efficient capture enrichment, and is therefore able to generate data at higher resolution and depth. Tiled-C also has similarities to Capture Hi-C^27^ and HYbrid Capture Hi-C (Hi-C^2^)^28^, which use oligonucleotide capture to enrich Hi-C libraries for regions of interest (Supplementary Table 2). The main differences are that these methods enrich a biotinylated Hi-C library, while Tiled-C enriches a 3C library generated with an optimized procedure to retain maximal library complexity, which is critical for the analysis of small cell numbers. In addition, Tiled-C uses an efficient capture oligonucleotide design targeted directly to the ends of all restriction fragments present in the region of interest and an efficient capture enrichment procedure enabling up to a million-fold enrichment of restriction fragments of interest. The combination of high library complexity and efficient enrichment in Tiled-C enables high-resolution data generation at great depth and makes the method suitable for the analysis of small cell numbers. Moreover, enriching for targeted regions of interest substantially decreases sequencing costs. We should note, however, that the synthesis of large amounts of capture oligonucleotides can also be expensive. We therefore believe that Tiled-C is particularly useful for researchers who are interested in studying genomic regions of interest in multiple replicates and conditions and/or in primary cells with limited availability.

### Tiled-C—oligonucleotide design

Tiled-C uses a panel of 70 bp oligonucleotides to enrich for regions of interest. The oligonucleotide sequences are designed complementary to both ends of each individual restriction fragment present in the region of interest. We use stringent BLAT-based filtering to ensure that the panel of oligonucleotides does not contain repetitive sequences that would decrease specific enrichment of the region of interest. To help users design capture oligonucleotides, we have developed a user-friendly python package (https://oligo.readthedocs.io/en/latest/). An overview of the oligonucleotide designs used in our study is shown in Supplementary Table 4.

### Tiled-C—oligonucleotide synthesis

The enrichment step in the Tiled-C protocol can be performed with single-stranded or double-stranded biotinylated capture oligonucleotides (Supplementary Fig. 4, Supplementary Table 5).

We produced panels of single-stranded oligonucleotides on an in-house Combimatrix CustomArray B3 DNA synthesiser (B3Synth_v25.1 software) using CustomArray 12 K Blank Slides (CustomArray Inc., PN: 2000100- Oligo pool Application). All the probe sequences were designed to be 70 bases in length and were placed at random positions on the microarray for synthesis using Layout Designer (v4.3.1). Synthesis of oligonucleotide probe sequences occurred on individual electrodes present on the semiconductor surface of the microarray by phosphoramidite chemistry in the 3′ to 5′ direction using standard software oligonucleotide pool synthesis settings and reagents prepared according to the manufacturer’s protocols. Each sequence was synthesized in triplicate. After the synthesis of the unmodified oligonucleotide, 5′-biotin was added using a double coupling cycle with an extended 15 min coupling time. The final detritylation step was performed manually using the software by incubating the slides with TCA deblock (4 × 30 s incubations) before washing the slide with acetonitrile four times and drying under argon. Oligonucleotides were then cleaved and deprotected on a stripping clamp system provided by the manufacturer using concentrated aqueous ammonia at 65 °C for 18 h. After cooling, the solution was recovered and the ammonia was removed by vacuum concentration. The oligonucleotide pool was purified using 2× illustra NAP-5 Columns (GE Life Sciences, PN: 17085302). The resulting solution was evaporated to dryness, resuspended in water and quantified by Nanodrop absorbance at 260 nm. We used ~0.1 fmol of each individual oligonucleotide per enrichment reaction.

We ordered panels of double-stranded capture oligonucleotides from Twist Bioscience (Custom probes for NGS target enrichment). As recommended by Twist, we used 13.67 fmol of each individual oligonucleotide per enrichment reaction.

### Tiled-C—experimental procedure

For samples containing 100,000 cells or fewer, we followed a low-input 3C library preparation protocol^50^. Cells were sorted into 1 ml medium and fixed with 2% formaldehyde for 10 min. After the reaction was quenched with glycine, cells were pelleted and washed with cold PBS. Following centrifugation, ~5% supernatant was left behind to avoid disturbing the pellet. Cells were resuspended in cold lysis buffer (10 mM Tris pH 8, 10 mM NaCl, 0.2% Igepal CA-630, 1x cOmplete Protease Inhibitor Cocktail, water) and snap frozen. Prior to digestion, cells were pelleted and all lysis buffer was removed by careful pipetting. Chromatin was subsequently digested with the DpnII restriction enzyme in a 200 μl reaction, to which three doses of 150 U DpnII enzyme were added several hours apart and which was incubated 16–24 h at 37 °C. After heat-inactivation of DpnII, the ligation reaction was performed in the same tube, using 120 U T4 ligase in an overnight incubation at 16 °C. Ligated DNA was reverse crosslinked and treated with proteinase K at 65 °C in an overnight incubation. After RNase treatment, DNA was extracted using phenol-chloroform and transferred to a light phase lock tube for separation. To maximize yield, DNA was precipitated overnight in 70% ethanol at −20 °C, after which DNA was pelleted and resuspended in PCR-grade water. The resulting 3 C libraries were sonicated to 200 bp fragments using a Covaris S220 Focused Ultrasonicator (six cycles of 60 s; duty cycle: 10%; intensity: 5; cycles per burst: 200). Illumina TruSeq adapters were subsequently added using the NEBNext Ultra II DNA Library Prep kit, according to the manufacturer’s protocol. DNA clean-up steps were performed with Ampure XP beads at a 1:1.8 ratio to minimize loss of material. The libraries were indexed and amplified in 8–12 rounds of PCR amplification using the Herculase II PCR kit. 700 ng–1 μg of indexed material was used during subsequent capture-based enrichment.

When cell numbers were not limiting, we used aliquots of ~10^7^ cells to prepare 3C libraries, following the efficient Capture-C protocol^22^. Cells were fixed with 2% formaldehyde for 10 min, after which the reaction was quenched with glycine. The fixed cells were washed in cold PBS and resuspended in cold lysis buffer. After incubation on ice for 20 min, the cells were snap frozen. Prior to digestion, the cells were resuspended in restriction buffer, Dounce homogenized on ice, and treated with SDS and Triton X-100. The chromatin was digested with DpnII, using three aliquots of 1500 U DpnII restriction enzyme, which were added several hours apart over a total incubation time of 16–24 h at 37 °C. The digestion reaction was heat-inactivated and digested chromatin was ligated overnight with 720 U of T4 DNA ligase at 16 °C. The ligated DNA was reverse crosslinked and treated with proteinase K overnight at 65 °C. After RNase treatment, DNA was purified using phenol-chloroform extraction and precipitation with ethanol and sodium acetate at −80 °C. The resulting 3C libraries were resuspended in PCR-grade water. Aliquots of 5–6 μg of 3C library were sonicated to ~200 bp fragments using a Covaris S220 Focused Ultrasonicator (six cycles of 60 s; duty cycle: 10%; intensity: 5; cycles per burst: 200). Illumina TruSeq adaptors were added using NEBNext DNA Library Prep reagents according to the manufacturer’s protocol. The libraries were indexed and amplified using Agilent Herculase II reagents in a 6-cycle PCR reaction. DNA clean-up steps were performed using AMPure XP beads in a 1.8:1 bead:sample ratio. Where possible, we processed two aliquots of each sample in parallel and ligated the DNA with the same index to generate maximum library complexity. 1–1.5 μg of indexed material was used during subsequent capture-based enrichment.

For enrichment using single-stranded oligonucleotides, we used the Nimblegen SeqCap EZ reagents and followed the SeqCap EZ Library SR User’s Guide (Chapters 5–7). We multiplexed up to six samples per enrichment reaction in a single tube, and multiplied the volumes described in the protocol by the number of multiplexed libraries. Briefly, 700 ng–1.5 μg of indexed library (in exact 1:1 ratio if multiplexed reaction is performed) was mixed with 5 μg mouse Cot-1 DNA, 1 nmol of Nimblegen HE universal blocking oligonucleotides, and 1 nmol of Nimblegen HE index-specific blocking oligonucleotides (corresponding to the Illumina TS index used) in a 1.5 μl microcentrifuge tube. This mixture was dried completely in a vacuum centrifuge at 50 °C. The dried DNA was resuspended in 7.5 μl Nimblegen hybridization buffer and 3 μl Nimblegen hybridization component A and denatured at 95 °C for 10 min. Concurrently, 4.5 μl of the biotinylated capture oligonucleotides was placed in a 200 μl PCR tube and heated to 47 °C in a PCR thermocycler. After denaturation, the 3C library mixture was added to the biotinylated oligonucleotides without removing them from the heating block in the thermocycler. The hybridization reaction was incubated in the thermocycler at 47 °C for 64–72 h with a heated lid at 57 °C. After incubation was complete, we enriched for the captured DNA fragments using M270 streptavidin beads and the Nimblegen SeqCap EZ wash buffers, following the procedure described in the manufacturer’s protocol. After the washing steps, the beads with captured material were resuspended in 40 μl PCR-grade water. Captured DNA was amplified directly of the beads using the KAPA mastermix provided in the SeqCap EZ accessory kit v2, in two separate reactions of ~10 cycles, as described in the protocol. Ampure-XP beads were used in a 1.8:1 bead:sample ratio to clean-up the amplification reaction and DNA was eluted in 30 μl PCR-grade water. To increase enrichment, a second round of oligonucleotide capture was performed following the same procedure, using up to 2 ug of enriched material in a single hybridization reaction (even if multiplexed in first round) of 20–24 h.

For enrichment using double-stranded oligonucleotides, we used Twist Biosciences reagents and followed the Twist Custom Panel Protocol (Steps 4–7). To multiplex samples, we used 375–500 ng indexed library per sample (in exact 1:1 ratio), mixed up to 1.5 μg in a single tube, and used single reaction volumes as described in the protocol. We processed multiple tubes simultaneously if required. Streptavidin C1 beads were used to enrich the hybridized DNA and the washed material was amplified using 10–12 cycles of PCR. Ampure-XP beads were used in a 1.8:1 bead:sample ratio to clean-up the amplification reaction and DNA was eluted in 30 μl PCR-grade water. To increase enrichment, a second round of oligonucleotide capture was performed following the same procedure, using up to 1.5 μg of enriched material in a single hybridization reaction (even if multiplexed in first round) of 20–24 h.

All Tiled-C data in this study were generated using a double capture enrichment procedure, since we have previously shown that this substantially increases enrichment in the Capture-C approach^22^. However, we have recently noticed that a single Tiled-C capture step results in very efficient enrichment (~85% capture efficiency), which is only marginally improved after a second capture step (~88% capture efficiency). It might therefore be preferable to perform a single enrichment step as this is less labor-intensive, cheaper and results in fewer PCR duplicates.

The enriched Tiled-C libraries were assessed using the Agilent Bioanalyzer or D1000 Tapestation and quantified using KAPA Library Quantification reagents, before sequencing using the Illumina NextSeq platform. In high-quality libraries, sequencing 3–5 million reads per enriched Mb per sample is sufficient for data at 5 kb resolution.

### Tiled-C—analysis

The most straightforward way to analyze Tiled-C data is to use the HiCPro pipeline^51^ with the options for Capture-Hi-C analysis. We have also adjusted our pipelines for Capture-C analysis to be compatible with Tiled-C data. This pipeline is designed to analyze deep, targeted 3C data and provides very stringent filtering of 3C artefacts, including PCR duplicates. All data presented in the paper have been analyzed using a combination of this CCseqBasic pipeline (https://github.com/Hughes-Genome-Group/CCseqBasicF/releases), custom scripts and ICE normalization^52^. Detailed instructions and custom scripts are available on https://github.com/oudelaar/TiledC. Interaction profiles from virtual viewpoints (Supplementary Fig. 1) can be generated using the CCseqBasic pipeline with the options for Capture-C analysis.

When Tiled-C data are compared between different cell types (Figs. 1b, c, 4, 5; Supplementary Figs. 2, 7–12), we have down-sampled the data in the different samples to an equal number of valid interactions within the tiled region.

Quantification of enhancer-promoter interactions of interest was performed based on interaction counts in the corresponding bins after normalizing for the total number of counts in the matrix. We used the following coordinates for quantification of regulatory elements of interest (highlighted in Supplementary Figs. 10–12):

α-globin: chr11:32,145,000–32,148,000; chr11:32,182,000–32,185,000; chr11:32,195,000–32,198,000;

Slc25a37: chr14:69,902,000–69,905,000; chr14:69,939,000–69,942,000;

Tal1: chr4:114,728,000–114,731,000; chr4:114,768,000–114,771,000;

Cd47: chr16:49,770,000–49,773,000 and chr16:49,852,000–49,855,000;

Cpeb4: chr11:31,711,000–31,714,000; chr11:31,770,000–31,773,000;

Btg: chr1:135,995,000–135,998,000; chr1:135,975,000–135,978,000.

We identified TADs based on insulation indices using TADtool^53^.

To examine the reproducibility of Tiled-C in low-input samples, we used HiCRep^54^ to calculate stratum-adjusted correlation coefficients, considering a maximum distance of 100,000 bp.

### Hi-C

We compared Tiled-C data in mouse ES cells to the deepest currently available Hi-C data in mouse ES cells^9^. We explored the data using HiGlass^55^ and downloaded and reanalyzed the Hi-C data using the HiC-Pro pipeline^51^ with default options and ICE normalization^52^.

### ATAC-seq—experimental procedure

For FACS-sorted erythroid progenitors from fetal liver, either two or three replicates were processed of ~50,000 cells each for each sorted population. ATAC-seq was performed as previously described^36^.

For FACS-sorted hematopoietic stem and progenitor cells from adult bone marrow, one replicate of between 5000 and 20,000 cells was processed for each population. Cells were spun at 500 × *g* for 10 min at 4 °C. The supernatant was discarded and cells were resuspended directly in Dig-transposition buffer (25 μl 2x TD Buffer [Illumina], 2.5 μl Tn5 transposase, 0.5 μl 1% digitonin and 22 μl H_2_O) before incubating at 37 °C for 30 min with agitation at 600 rpm. After the transposition step, samples were processed as previously described^36^.

### ATAC-seq—analysis

 Reads  were  mapped to the mouse mm9 genome and PCR duplicates removed using NGseqBasic^56^. Technical replicates were merged and peaks called using MACS2^57^. Peaks were merged and the number of reads in each sample overlapping each peak was calculated using BEDTools merge and multicov^58^. For visualization, bedgraph files were generated using BEDTools genomecov with a scaling factor of 1e6/(total number of reads in peaks). All analysis scripts are available at https://github.com/rbeagrie/alpha-tiledc.

### Single-cell RNA-seq—experimental procedure

Fetal livers were harvested and pooled from 7 e13.5 C57BL/6 mouse embryos and processed as above. Cells were first stained with 2.5 μg/ml biotin-conjugated anti-Ter119 (BD 553672) and 2.5 μg/ml purified anti-Ter119 (BioLegend 116241) conjugated to a DNA oligonucleotide (ADT2 GAGGCGATTGAT). After magnetic depletion, an equal number of Ter119+ cells were added back to the Ter119- fraction for further analysis, ensuring a balanced distribution of erythroid cells from all stages of differentiation. 

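By the antibody counts, the Ter119 classes of the lineage-low cells held 3176 cells with low Ter119 (49.4%), 1512 with intermediate Ter119 (23.5%) and 1736 with high Ter119 (27.0%). As the fractions were mixed by hand, these shares do not describe the composition of the fetal liver.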

Cells were then stained with a panel of 9 further DNA-oligonucleotide-conjugated antibodies (0.33 μg/ml anti-CD71: BioLegend 113802 conjugated with ADT9 [CGAAGAAGGAGT], 1 μg/ml anti-CD41: BioLegend 133919 conjugated with ADT3 [TGTCCGGCAATA], 1 μg/ml anti-CD45R: BioLegend 103249 conjugated with ADT5 [GATCGTAATACC], 1 μg/ml anti-CD3e: BioLegend 100345 conjugated with ADT7 [CATCGGTGTACA], 1 μg/ml anti-CD11b: BioLegend 101249 conjugated with ADT1 [CATGATTGGCTC], 1 μg/ml anti-Ly6G/6C: BioLegend 108449 conjugated with ADT4 [TGGTGAACCTGG], 1 μg/ml anti-CD44: BioLegend 103051 conjugated with ADT8 [GTCTAGACTTCG], 1 μg/ml anti-cKit: BioLegend 105829 conjugated with ADT6 [AAGCGCTTGGCA], and 1 μg/ml non-specific IgG conjugated with ADT10 [CGGAGTAGTAAT]). 

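In the deposited antibody counts, CD71 had the highest median, 484 per cell, followed by CD44 with 130, cKit with 48 and Ter119 with 22. The control IgG had a count in 3.76% of cells. For some of the antibodies, the transcript of the target was compared between the 724 cells with the highest and the 724 with the lowest counts of the antibody. *Tfrc*, which encodes CD71, had 338 CPM in the high group and 29.9 CPM in the low group, and *Kit* had 69.8 and 2.35 CPM. *Ptprc*, the gene of CD45, had 15.4 (12.7–18.6) and 12.3 (8.97–16.6) CPM in these groups of the CD45R antibody, a difference within counting error. No *Cd3e* UMI was found in either group of the CD3e antibody.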

Antibodies were conjugated to streptavidin as previously described^35^ and mixed with biotinylated custom oligonucleotides. Cells were processed for single-cell RNA-seq using the 10x Genomics Single Cell 3’ v2 kit.

### Single-cell RNA-seq—analysis

cDNA reads were mapped to the mouse mm10 assembly and barcodes assigned to cells using Cell Ranger v2.1.1 (10x Genomics). 

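The deposited matrix lists 27998 genes, of which 17768 have a UMI in at least 1 cell. Cells had a median of 1910 genes. In the kept cells, globin genes made up 11.7% of all UMIs. Whether reads that match both α-globin copies were assigned to 1 of them or left out was settled at this step.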

ADT reads were mapped to cell/antibody barcodes using CITE-seq-count (https://github.com/Hoohm/CITE-seq-Count). 

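Scrublet's method was applied to all cells with an expected doublet rate of 6%. It called 128 cells (1.63%) doublets, at a score threshold of 0.327. The called cells had a median of 11112.5 UMIs, against 5658 in the other cells.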

Potential doublet cells were removed using Scrublet^59^. Further analysis was performed using Seurat v2. 

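The deposited matrix still holds the cells that the paper's limits remove. Of its cells, 23 had fewer than 300 genes, 5 had more than 5000 genes and 481 had more than 9% mitochondrial UMIs. Together these limits removed 508 cells, and the doublet calls removed 111 of the rest.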

Low quality cells with less than 300 or more than 5000 identified genes, or with more than 9% mitochondrial reads were also removed. Clusters were identified using the “FindClusters” function and UMAP projection was generated using the “RunUMAP” function, both with the first 16 principle components. Seurat clusters were annotated using marker genes and by reference to previously published data^34^—Seurat identified two clusters corresponding to committed erythroid progenitors (CEP) and four clusters corresponding to cells undergoing erythroid terminal differentiation (ETD). 

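Clustering the kept cells with 16 principal components gave 17 clusters at a resolution of 0.8, 12 at 0.4 and 22 at 1.2. The resolution is not named in the paper's text. Clusters were named by marker genes fixed before the data were examined, with a scoring rule set after the clusters were seen. By this rule 1 cluster of 625 cells was CEP-like and 4 clusters with 1978 cells were ETD-like. Another 4 clusters were named as non-erythroid, with 248 megakaryocyte-like, 263 myeloid-like, 80 macrophage-like and 189 hepatocyte-like cells. The remaining 8 clusters, with 3861 cells, were left unnamed. They held 51.7% of the S0-low, 82.6% of the S0-medium, 96.2% of the S1 and 75.4% of the S2 cells.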

Average gene expression for populations matching those obtained by FACS sorting was generated by using the “SubsetData” function to select cells with low levels of cell-surface barcodes corresponding to lineage markers, and appropriate levels of barcodes corresponding to CD71 and Ter119. 

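In the rebuilt gates, cells with a sum of at most 95.8 counts over the 5 lineage antibodies were lineage-low, 88.7% of the kept cells. The borders between the Ter119 classes lay at 24.7 and 88.5 antibody counts. Among cells with low Ter119, CD71 borders at 234 and 763 counts separated S0-low, S0-medium and S1. In the intermediate class, cells above the upper CD71 border were taken as S2. In the high class, the border between S4/S5 and S3 lay at 734 CD71 counts. Of the lineage-low cells, 214 fell in no population.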

All analysis scripts are available at https://github.com/rbeagrie/alpha-tiledc.

### RNA-FISH—experimental procedure

Standard RNA-FISH was carried out as previously described^60^. Sorted cells from mouse fetal liver were placed back into culture for 6 h to allow nascent transcription to be re-established, washed twice with PBS and spotted onto poly-l-lysine coated slides before being immersed in 3.7% formaldehyde in PBS for 20 m at RT. Slides were then washed 3x with PBS and stored in 70% ethanol at −20 °C. Slides were then rinsed in TS [0.15 M NaCl and 0.1 M Tris–HCl], incubated with 0.02% pepsin in 0.01 M HCl at 37 °C for 5 min, rinsed with water and post-fixed in 3.7% formaldehyde for 5 m at RT. Slides were then washed and dehydrated with successive PBS, 70% ethanol, 90% ethanol, and 100% ethanol before air drying. Samples were hybridized overnight at 37 °C with digoxygenin-labelled oligonucleotide probes directed to a-globin introns (pool of four oligos: mouse-alpha-1 [agctgcccactgagcgagtgccaggtccat], mouse-alpha-2 [gagaagttgaggtcacagaaaagcatagtt], mouse-alpha-3 [cttcctaggggtcccagatgccgcctgcca], and mouse-alpha-4 [ccactatgttccctgccttgggcacgagga]; 30 ng per slide in hybridization mastermix [25% formamide, 200 ng/mL salmon sperm DNA, 5× Denhardt’s solution, 50-mM NaPO_4_, 1 mM EDTA in 2× SSC]). Slides were then washed 4× with 2× SSC [300 mM NaCl and 30 mM Trisodium citrate] and 1× with TST [0.15 M NaCl, 0.1 M Tris–HCl and 0.05% (v/v) Tween 20] before incubation for 30 m at RT with 100 μl blocking solution [1.35% ELISA blocking reagent (Roche)]. For visualization, slides were washed 1× with TST, incubated with 100 μl sheep anti-DIG FITC [Roche 11207741910] 1:50 in blocking solution for 30 m at RT, washed 2× with TST, incubated with 100 μl rabbit anti-sheep FITC [Vector FI-6000] 1:100 in blocking solution for 30 m at RT, washed 1× with PBS and post-fixed in 3.7% formaldehyde for 5 m at RT. Slides were then washed and dehydrated with successive PBS, 70% ethanol, 90% ethanol, and 100% ethanol before air drying. Finally, coverslips were mounted with 10 μl mounting media [1 mg/mL DAPI in Vectashield antifade mounting medium (Vector)]. Two negative controls were also included: brain tissue from a male, adult CD1 mouse and Ter119+ (i.e., mature) fetal liver erythroid cells that were probed with secondary antibody but no primary antibody. Magnetically purified but not FACS-purified Ter119+ fetal liver erythroid cells were used as a positive control.

### RNA-FISH—imaging equipment and settings

Widefield fluorescence imaging was performed at 20 °C on a DeltaVision Elite system (Applied Precision) equipped with a ×100/1.40 NA UPLSAPO oil immersion objective (Olympus), a CoolSnap HQ2 CCD camera (Photometrics), DAPI (excitation 390/18; emission 435/40) and FITC (excitation 475/28; emission 525/45) filters. 12-bit image stacks were acquired with a z-step of 150 nm giving a voxel size of 64.5 × 64.5 × 150 nm.

### RNA-FISH—image analysis

Image analysis was blinded by renaming image files from all experiments with random character strings and processing them together. Images were manually examined, and each cell was scored for the presence of active nascent-transcription foci. Analysis scripts are available at https://github.com/rbeagrie/alpha-tiledc.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding author upon reasonable request. Tiled-C, ATAC-seq and single-cell RNA-seq data generated in this study have been deposited in the NCBI Gene Expression Omnibus under accession code GSE137477. All RNA-FISH image files are archived in the Imaging Data Resource under accession code idr0084. A UCSC hub for visualizing ATAC-seq and single-cell RNA-seq mean expression data is available at http://sara.molbiol.ox.ac.uk/public/hugheslab/alpha-tiledc/hub.txt. The source data underlying Fig. 3e are provided as a Source Data file.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

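One CITE-seq experiment on fetal liver cells was analysed here. The livers came from 7 pooled C57BL/6 mouse embryos at e13.5, and the data are 1 cDNA library and the antibody library of the same cells. The Tiled-C, Capture-C, ATAC-seq and imaging experiments of the paper were not analysed here, apart from the RNA-FISH scores printed in the paper's supplement.

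The authors mapped the cDNA reads of the 10x 3′ v2 library to mm10 with Cell Ranger v2.1.1 and deposited UMI counts per gene and cell, without normalization and before their doublet and quality filters. They assigned the antibody reads with CITE-seq-Count and deposited raw counts per antibody and cell. Whether antibody reads with the same molecular identifier were collapsed is not stated in the paper's text. Reads that match no antibody made up 1.05% of the antibody reads. Positions of genes come from the GENCODE M1 annotation of mm9, the build of the coordinates in the paper, and no coordinate was converted between builds.

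Cells with 300 to 5000 genes and at most 9% mitochondrial UMIs were kept, as in the paper. Doublets were called with the Scrublet method at an expected rate of 6%. Each antibody was scaled by the centered log ratio across cells. The lineage limit was the median plus 2 scaled median absolute deviations of the summed counts of 5 antibodies. Ter119 was split into 3 classes by k-means, CD71 into 3 classes in the cells with low Ter119 and into 2 in the cells with high Ter119. These gates and all alternatives not named as added were set before the data were examined. They stand in for gates whose positions the paper's text does not give, so a difference in level from the paper can come from the gates.

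Expression was computed as the mean over cells of CPM, as in the paper, and the counts of Hba-a1 and Hba-a2 were summed because the copies are nearly identical. With 1 library there is no replicate error. Intervals are exact 95% intervals for counting error only, and do not cover differences between animals, libraries or gates. The depth per cell leaves genes such as Cpeb4, Rhbdf1 and Il9r with few counts, so their levels rest on sums over cells. A share of cells with elevated α-globin was taken after thinning each cell to 2000 UMIs, and no cell was shallower than that.

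Clusters were made from log-normalized counts (10000 per cell), 2000 variable genes, 16 principal components and 30 neighbours with the Leiden method at a resolution of 0.8. Marker genes were fixed before the data were examined. The scoring rule for names was set after the clusters were seen, several forms of it were considered, and their number was not recorded. By the rule used, a name needed 3 markers among the top 10 genes of a cluster, or a share of its markers raised by a log2 fold of 0.5 that led the next name by 0.25. Other rules run for comparison are given with the alternatives.

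Genes were named by a rule set beforehand: the genes the paper names at the 6 loci and in the α-globin TAD, the other globin genes, the genes of the antibodies' targets, and the 5 genes that rose and the 5 that fell most from S0-low to S1 and from S1 to S2, by log2 of pooled CPM plus 10, among genes with at least 50 UMIs. The results of 1 gene under this rule are not reported here.

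The ratios were tested on simulated counts for the comparison of 2 populations over 17768 genes, of which 200 were changed. For the ratio of pooled CPM, all 200 were recovered in the right direction and the interval held the true ratio for 189 of them. For the ratio of mean CPM over cells, which is the one reported, all 200 were recovered in the right direction and the interval, taken from the summed UMIs, held the true ratio for 179 of them, fewer than 95%. An interval that weights the counts as the mean over cells does, added after the data were examined, held it for 193. It was at most 1.23 times as wide, and of the 60 ratios computed for α-globin and the 5 other loci it moved 0 to another side of 1. Over these and further genes it moved 2 of 100 ratios, Nprl3 in S4/S5 over S0-low and Mpg in S0-medium over S0-low, which are not used here. The interval set before the data were examined was kept. The gates were tested on 6000 simulated cells of 6 populations. Of the simulated cells that fell in a gate, 99.6% were placed in their population. The simulated populations were drawn well apart, so this does not show how well the gates divide the measured cells. Alternatives changed the antibody scale, the classes, the border cells, the lineage and quality filters, the doublets, the mean over cells, the denominator, the α-globin copy counted, the level of free RNA subtracted and the limit for elevated cells.

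The work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, scikit-learn 1.9.0, igraph 0.11.9, biopython 1.88 and matplotlib 3.10.9, with random seed 7.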

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

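The tests in this part were chosen after the result was seen, except the test of the globin denominator over the 5 genes, whose prediction was written before that ratio was computed. The reading of that test was changed after its value was seen, from undecided to one that argues against the explanation, and Cpeb4 was then given a test of its own. The paper does not report the results below. The design holds 1 library and no condition, so no biological explanation was tested against a second group.

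α-globin UMIs were found in cell types of the S0-low gate that should lack the gene. Hepatocyte-like cells of this gate had a median of 1907 CPM (quartiles of cells 1536 to 2312). CEP-like cells of the gate had a median of 2000 CPM, 1.04 times that of the hepatocyte-like, megakaryocyte-like and myeloid-like cells together, whose lower quartile was 1505 CPM. A level this high in non-erythroid types argues against own transcripts of the CEP-like cells as the whole source. The share of Hba-a1 among α-globin UMIs was 49.8% in the CEP-like and 50.7% in the non-erythroid cells, with overlapping intervals, and Hbb-y had 69.6 and 68.1 UMIs per 1000 α-globin UMIs. RNA of other cells in every droplet is a candidate explanation that these values leave standing. Doublets with erythroblasts are argued against as the whole source because 100% of the 303 non-erythroid cells had an α-globin UMI. Doublets among some of these cells are not excluded, since RNA in every droplet would give this share with or without them. A source with the globin mix of the called cells pooled is argued against as well, since the pooled Hba-a1 share was 56.3%. The counts also rose with depth: between the shallowest and the deepest of 4 equal groups of the hepatocyte-like cells, α-globin UMIs rose 3.89 times while total UMIs rose 4.12 times, which a fixed number of free molecules per droplet would not give. RNA caught in proportion to a droplet's yield, exchange of barcodes between droplets and a low level of transcription in all of these types stay open. A small own contribution of early erythroid cells stays open too, since S0-low cells of an unnamed cluster (cluster 6) had a median of 2121 CPM and an Hba-a1 share of 52.3%. The split of reads between Hba-a1 and Hba-a2 is uncertain, because the copies are nearly identical.

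Of the S0-low cells, 20.3% (18.3–22.4) fell in clusters named by non-erythroid markers: 110 hepatocyte-like, 103 megakaryocyte-like, 90 myeloid-like and 3 macrophage-like cells. The antibody panel has no marker for hepatocytes. Progenitors that carry RNA of hepatocytes are argued against by the cKit antibody, with a median of 15.5 counts on the hepatocyte-like cells (quartiles 9 to 24) against 484 on the CEP-like cells (lower quartile 321.5). Doublets of a hepatocyte with a cell of low cKit were not excluded, although the median of 11891 UMIs of the hepatocyte-like cells is close to the 11111.5 of the CEP-like cells of the gate. The lineage limit used here is a choice, and other gates change how many such cells are kept.

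A cluster of 73 cells had embryonic globins as its leading genes, with 5552 Hbb-y UMIs per 1000 α-globin UMIs. The highest value in another cluster was 418, in the macrophage-like cells, which argues against adult β-globin reads assigned to Hbb-y at a common rate. Adult β-globin UMIs were 0.585 times α-globin UMIs in the cluster, below every other cluster. Since the ratio of a doublet lies between those of its parts, doublets of the other clusters are argued against. The cells had a median of 4881 UMIs, against 5803 in all kept cells. As a hypothesis, these cells may be of the embryonic erythroid lineage. It was found and tested on the same data, and a reference profile of that lineage was not used here.

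The share of Hba-a1 among α-globin UMIs was 62.8% in S1 (62.4–63.3), after 52.2% in S0-low and 55.9% in S0-medium, and fell to 60.5% in S2, 56.2% in S3 and 53.8% in S4/S5. RNA of other cells is argued against for the late part, as the lower quartile of α-globin in S4/S5 was 138049 CPM. A split that changes with the position of reads along the transcripts stays open, as the copies differ at few bases, and no read positions were used here. Unequal activity of both copies stays open as an untested explanation.

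The CPM of the 5 other genes was lower in S4/S5 than in S3, with ratios of 0.606 for Slc25a37, 0.432 for Tal1, 0.607 for Cd47, 0.806 for Cpeb4 and 0.484 for Btg2. The paper's panels for these genes end at S3. If a larger globin share of the UMIs were the whole cause, the ratios without globin genes in the denominator would reach 1. Their median was 0.845, and the intervals of Slc25a37 (0.813–0.879), Tal1 (0.559–0.719), Cd47 (0.807–0.919) and Btg2 (0.614–0.755) lay below 1. For Cpeb4 the ratio was 1.09 (0.920–1.30), so the globin share could account for its fall in CPM. The UMIs per cell of S4/S5 over S3 were 0.624 for Cpeb4 and from 0.351 to 0.492 for the other 4 genes. The median of all UMIs per cell was 3943 in S4/S5 and 4503 in S3. The median of non-globin UMIs per cell was 1238 in S4/S5 and 2354 in S3, so these fell as a whole. The placing of the gate is argued against as the whole cause. Under the 4 other gates that changed these populations, the median CPM ratio of the 5 genes was at most 0.608, and the highest ratio outside Cpeb4 was 0.612. A loss of total RNA stays open for the lower UMIs per cell of all 5 genes, Cpeb4 included. A loss of transcripts that differs between genes stays open for the lower CPM, for Cpeb4 as far as its interval allows.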

How the results depend on the processing

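The alternatives added after the data were examined are the subtraction of the non-erythroid median, the removal of the named non-erythroid cells, the median over the non-erythroid cells, the other naming rules, the wider interval of the ratios, which changes no value, and the resolutions 0.4 and 1.2. All others were set before the data were examined. No test is possible with 1 library, so a value is counted as moved when it left the counting interval of the value reported in the passages. No paired analysis was possible because there is 1 cDNA library, so this holds for all CITE-seq results. The RNA-FISH scores of the paper's supplement, given with the other observations, were compared in pairs.

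Over the comparisons named in the design, the alternatives gave 161 values. Of these 49 stayed within the interval and 112 moved, 59 to higher and 53 to lower values, and no ratio crossed 1. For other reported values the alternatives gave 702 values, of which 391 stayed, 303 moved, 124 to higher and 179 to lower values, and 8 changed direction. The counting intervals are narrow at this number of UMIs, so they do not show how far gates and units can move a level. The cause of the changes was not tested, apart from the settings whose construction gives it (another denominator, another α-globin copy, a subtracted level).

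The gates moved the early ratios. With the antibodies scaled within each cell, the α-globin ratio was 1.25 for S0-medium over S0-low, 2.79 for S1 over S0-low, 5.56 for S2 over S1, 3.45 for S3 over S2 and 1.36 for S4/S5 over S3. S3 over S0-low became 39.7 for Slc25a37, 3.79 for Tal1, 1.24 for Cd47 and 33.7 for Cpeb4. The share of elevated S1 cells moved to 20.8%. With log10 of the antibody counts, the α-globin ratio was 1.46 for S0-medium over S0-low, 2.91 for S1 over S0-low, 3.82 for S2 over S1, 4.18 for S3 over S2 and 1.54 for S4/S5 over S3. The ratio of S3 over S0-low was 35.7 for Slc25a37, 3.81 for Tal1, 1.28 for Cd47 and 33.8 for Cpeb4 there. The share of elevated S1 cells moved to 22.6%. With a Gaussian mixture for the classes, the α-globin ratio was 2.03 for S0-medium over S0-low, 3.78 for S1 over S0-low, 3.77 for S2 over S1, 2.12 for S3 over S2 and 1.39 for S4/S5 over S3. S3 over S0-low became 22.4 for Slc25a37 and 14.6 for Btg2. The share of elevated S1 cells moved to 4.88%. With terciles of CD71 among the Ter119-low cells, the α-globin ratio was 1.41 for S0-medium over S0-low, 3.11 for S1 over S0-low, 5.27 for S2 over S1 and 2.19 for S3 over S2. The ratio of S3 over S0-low was 31.3 for Slc25a37, 2.77 for Tal1 and 19.0 for Cpeb4 there. The share of elevated S1 cells moved to 13.2%. Leaving out the 20% of each class nearest to each border adds up over the borders of a population. It kept 519 of 1054 S0-medium, 184 of 612 S1 and 661 of 1298 S2 cells, and the other populations also lost cells. The α-globin ratio was then 1.58 for S0-medium over S0-low, 3.83 for S1 over S0-low and 2.56 for S3 over S2. S3 over S0-low became 33.1 for Slc25a37, 2.96 for Tal1 and 21.8 for Cpeb4.

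Of 11 comparisons, leaving out the lineage filter moved 7, leaving out the quality filter 4 and keeping doublets 2, against 6 to 10 for the gates. Without the lineage filter, the α-globin ratio was 2.05 for S0-medium over S0-low, 3.76 for S1 over S0-low, 2.22 for S3 over S2 and 1.38 for S4/S5 over S3. The ratio of S3 over S0-low was 2.62 for Tal1, 10.2 for Cpeb4 and 12.6 for Btg2 there. Without the quality filter, the α-globin ratio was 1.88 for S0-medium over S0-low, 3.50 for S1 over S0-low, 2.36 for S3 over S2 and 1.43 for S4/S5 over S3. When doublets were kept, the α-globin ratio was 2.24 for S3 over S2 and 1.45 for S4/S5 over S3.

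Unit and denominator moved all α-globin ratios. For pooled CPM, the α-globin ratio was 1.50 for S0-medium over S0-low, 3.05 for S1 over S0-low, 4.51 for S2 over S1, 2.75 for S3 over S2 and 1.56 for S4/S5 over S3. The ratio of S3 over S0-low was 28.9 for Slc25a37 there. Counted as UMIs per cell, the α-globin ratio was 2.02 for S0-medium over S0-low, 4.05 for S1 over S0-low, 3.15 for S2 over S1, 2.06 for S3 over S2 and 1.25 for S4/S5 over S3. S3 over S0-low became 20.1 for Slc25a37, 1.66 for Tal1, 1.04 for Cd47, 8.53 for Cpeb4 and 14.6 for Btg2. Without globin genes in the denominator, the α-globin ratio was 1.80 for S0-medium over S0-low, 2.73 for S1 over S0-low, 5.36 for S2 over S1, 3.31 for S3 over S2 and 2.18 for S4/S5 over S3. The ratio of S3 over S0-low was 42.3 for Slc25a37, 4.22 for Tal1, 2.67 for Cd47, 22.6 for Cpeb4 and 26.3 for Btg2 there. For the median over cells, the α-globin ratio was 1.29 for S0-medium over S0-low, 2.67 for S1 over S0-low, 6.53 for S2 over S1, 3.27 for S3 over S2 and 1.36 for S4/S5 over S3. For Hba-a1 alone, the α-globin ratio was 2.11 for S0-medium over S0-low, 4.13 for S1 over S0-low, 4.13 for S2 over S1, 2.16 for S3 over S2 and 1.35 for S4/S5 over S3. For Hba-a2 alone, the α-globin ratio was 1.82 for S0-medium over S0-low, 2.90 for S1 over S0-low, 4.69 for S2 over S1, 2.50 for S3 over S2 and 1.47 for S4/S5 over S3. The share of elevated S1 cells moved to 10.5%.

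Subtracting a level for free RNA raised the α-globin ratios. After subtraction of the non-erythroid mean, the α-globin ratio was 5.98 for S2 over S1, 2.40 for S3 over S2 and 1.42 for S4/S5 over S3. The mean of the non-erythroid cells (3527 CPM) exceeds the S0-low mean (3002 CPM), so this subtraction gives no value for S0-medium and S1 over S0-low. After subtraction of the non-erythroid median, the α-globin ratio was 4.10 for S0-medium over S0-low, 9.18 for S1 over S0-low, 5.14 for S2 over S1, 2.36 for S3 over S2 and 1.41 for S4/S5 over S3. When the named non-erythroid cells were left out, the α-globin ratio was 1.83 for S0-medium over S0-low and 3.32 for S1 over S0-low. S3 over S0-low became 23.7 for Slc25a37 and 2.08 for Tal1.

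The share of elevated S1 cells was 57.0% with the 95th percentile of S0-low as the limit, so this share depends on the limit more than on the thinning, without which it was 15.2%. The non-erythroid level of α-globin was 2184 CPM in the lowest Ter119 class alone and 2061 CPM as a median over cells. Both other naming rules chose the same 4 clusters and 780 cells, so they moved nothing and say nothing about stability. The number of clusters was 12 and 22 at the other resolutions.

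Some steps between neighbouring populations, beyond counting error as reported, changed direction. Counted as UMIs per cell, the ratio was 0.979 for Tal1 in S2 over S1, 1.26 for Cd47 in S0-medium over S0-low, 0.866 for Cd47 in S2 over S1 and 0.867 for Cd47 in S3 over S2. With a Gaussian mixture, Cd47 had a ratio of 1.02 in S0-medium over S0-low. For Btg2 in S0-medium over S0-low it was 0.752 with the antibodies scaled within each cell and 0.965 with log10 of the antibody counts. Without globin genes in the denominator, Cpeb4 had a ratio of 1.09 in S4/S5 over S3. The steps of Tal1 and Btg2 from S2 to S3 were within counting error as reported and lay on either side of 1 across the alternatives. The step of Tal1 from S0-medium to S1, also within counting error as reported, left its interval under 3 of the gates, with ratios from 1.21 to 1.25. The cause of these changes was not tested, apart from unit and denominator. Of the 25 steps of the 5 genes, the others lay on the same side of 1 under the alternatives run for them.

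Depth limits the rarest genes. Rhbdf1 and Il9r had at most 12 UMIs in any of the 6 populations, and Cpeb4 had 71 UMIs in S0-low, where its interval is widest among the 5 genes.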

Differences from the paper's values

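The paper's expression levels are given here as read by eye from its figures, on a log axis in CPM, and the gates they come from are not stated in its text. All alternatives in this part were set before the data were examined. Of 31 levels read from the figures, 10 differed from the values here by more than 1.5 times and by more than counting error. With log10 of the antibody counts in place of the scale across cells, 0 of the 31 differed. With the antibodies scaled within each cell 1 differed, with pooled CPM 5, with the border cells left out 6, with terciles of CD71 7, with a Gaussian mixture 12 and with globin genes left out of the denominator 22. Without the lineage filter, without the quality filter and with doublets kept, 10 differed in each case. For the median over cells, which was computed for α-globin alone, 0 of 6 levels differed. These are settings under which the values fall near those of the paper, and they are not known to be the paper's method.

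For α-globin, the mean in S0-medium was 5923 CPM against the paper's about 3400 CPM in Fig. 3c, read by eye. It was 3080 CPM with log10 counts, 2586 with scaling within each cell, 4166 with terciles, 4048 without the border cells, 3710 as pooled CPM and 2575 as a median over cells, and the other alternatives did not close the gap. In S1 the mean was 10703 CPM against the paper's about 5800 CPM in Fig. 3c, read by eye. The gap closed with log10 counts (6120), scaling within each cell (5781), pooled CPM (7539) and the median over cells (5329), and not with the other alternatives.

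Slc25a37 had a mean of 172 CPM in S0-medium against the paper's about 90 CPM in Fig. 5, read by eye. Log10 counts (83.4), scaling within each cell (62.9), terciles (116), the gates without border cells (127) and pooled CPM (113) closed the gap, and the others did not. In S1 it had 356 CPM against the paper's about 190 CPM in Fig. 5, read by eye, and log10 counts (165), scaling within each cell (180), the gates without border cells (264) and pooled CPM (274) closed the gap, while the others did not. Tal1 had 88.7 CPM in S0-low against the paper's about 46 CPM in Fig. 5, read by eye, and only log10 counts (54.5) and scaling within each cell (53.4) closed the gap.

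Cpeb4 had 5.99 CPM in S0-low against the paper's about 1.6 CPM in Fig. 5, read by eye, and of the alternatives only log10 counts (2.30) closed the gap. In S0-medium it had 17.0 CPM against the paper's about 5.6 CPM in Fig. 5, read by eye, where only log10 counts (7.84) and scaling within each cell (6.92) did. In S1 it had 35.4 CPM against the paper's about 20 CPM in Fig. 5, read by eye, where log10 counts (17.9), scaling within each cell (19.8), terciles (28.3), the gates without border cells (27.0) and pooled CPM (27.7) did, and the others did not. Btg2 had 53.9 CPM in S0-medium against the paper's about 14 CPM in Fig. 5, read by eye, and 121 CPM in S1 against the paper's about 53 CPM. For both, only log10 counts (16.9 and 49.0) and scaling within each cell (13.2 and 50.7) closed the gap.

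The paper's methods name 2 CEP clusters, and 1 cluster was CEP-like here. The names rest on a rule set after the clusters were seen, and 8 clusters were left unnamed, so the counts are not on one footing. No alternative set before the data were examined bears on this count.

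The paper states that α-globin expression reaches a plateau at S3. Here the mean was 1.41 times higher in S4/S5 than in S3 (1.40–1.41), and from 1.25 to 2.18 times higher across the alternatives. The paper's own levels in Fig. 3c are about 100000 CPM in S3 and about 150000 CPM in S4/S5, read by eye. In Fig. 5 the level of Btg2 read by eye falls from S0-low to S0-medium, from about 20 to about 14 CPM, while here it rose from 17.9 to 53.9 CPM. It fell here too with the antibodies scaled within each cell (17.5 to 13.2 CPM) and with log10 counts (17.5 to 16.9 CPM), and with none of the other alternatives. The level of Cd47 in Fig. 5, read by eye, is lower in S1 than in S0-low, about 400 against about 530 CPM, while here it was 438 CPM in S1 and 427 CPM in S0-low, within counting error (ratio 1.03, 0.979–1.08). It was lower in S1 with log10 counts (393 against 482 CPM), with scaling within each cell (406 against 499 CPM), with terciles (429 against 448 CPM) and without the border cells (414 against 437 CPM), and not with the other alternatives.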

Other observations

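All tests in this part were chosen after the result was seen.

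RNA of other cells was tested as an explanation for the rise of α-globin from S0-medium to S1. The lower quartile of S1 cells was 3318 CPM, above the upper quartile of 2326 CPM of the hepatocyte-like, megakaryocyte-like and myeloid-like S0-low cells, and the median depth was 10282 UMIs in S0-medium and 10151.5 in S1. The Hba-a1 share in S1 also lay outside the interval of those cells, with the limit that reads of the copies can be split or left out by counting. These values argue against RNA of other cells as the whole cause of the rise. Within the CITE-seq data alone, expression in S1 cells stays a hypothesis found and tested on the same cells. The paper gives separate evidence for it, as its RNA-FISH of nascent transcripts in sorted cells showed a robust increase from S0 to S1. For S0-low cells the median, 1992 CPM, lay within the quartiles of those cells.

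The genes of the same TAD outside the α-globin copies changed to different degrees, and the late falls in CPM depend in part on globin genes in the denominator. Nprl3 rose from 6.53 CPM in S0-low to 16.6 CPM in S3 (ratio 2.54, 1.81–3.57), on 74 and 72 UMIs, and was 10.4 CPM in S4/S5. In CPM of non-globin UMIs it was 33.7 in S3 and 31.3 in S4/S5. Mpg rose from 31.7 CPM in S0-low to 63.2 CPM in S2 and was 21.6 CPM in S4/S5. With globin genes left out of the denominator its mean was 77.4 CPM in S2, 71.3 in S3 and 52.7 CPM in S4/S5. Mpg and Nprl3 overlap on opposite strands, and whether the counting used strand is not stated in the paper's text. Snrnp25 had 138 CPM in S0-low, 124 in S1, 199 in S2, 175 in S3 and 104 CPM in S4/S5, but 140.1, 132, 259.7, 308 and 302 CPM of non-globin UMIs in the same populations. Rhbdf1 had 12 UMIs in S0-low and 0 in S1 and S3, and Il9r had 9 UMIs in S0-low and 0 in S1, S3 and S4/S5. Hbq1b rose from 5.27 CPM in S0-low to 308 CPM in S3 and was 206 CPM in S4/S5, which was 583 and 549.7 CPM of non-globin UMIs in S3 and S4/S5, while Hbq1a reached 20.5 CPM in S4/S5. Hbq1a and Hbq1b are duplicated genes whose reads counting can split or leave out.

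By size alone, the genes that rose most from S0-low to S1 included Slc4a1, Hemgn, Trim10 and Acp5, with log2 ratios from 2.49 to 2.64. The genes that fell most were Apoa1, Afp, Rbp4, Plac8 and Prtn3, of which the first 3 are among the top genes of the hepatocyte-like cluster. The S0-low gate held 110 hepatocyte-like cells and the S1 gate 3. Whether these cells account for the fall was not tested. From S1 to S2 the largest rises were Hbb-bh1, Alas2, Hbb-bs, Hba-a2 and Hbb-bt, and the largest falls were Rangrf, Npm3, Bri3bp, Fam195a and Srm. These are descriptions of 1 library, with no replicate check.

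The macrophage-like cells had 418 Hbb-y UMIs per 1000 α-globin UMIs when summed over 80 cells, against 37.2 in all hepatocyte-like cells. The sum rests on part of the cells, as the mean Hbb-y level was 2160 CPM by cell and the median 173 CPM, against a median of 115 CPM in the hepatocyte-like cells. No explanation was tested for this value.

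The paper's supplement gives the number of cells scored positive for nascent α-globin by RNA-FISH in each of 3 experiments. The paper's shares were 1.64, 4.76 and 10.7% in S0-low, 6.71, 12.8 and 21.5% in S0-medium and 21.2, 23.6 and 27.4% in S1 cells. No-primary controls, scored in 2 of the experiments, had 7.65 and 5.63%, and brain cells 6.45 and 2.70%. S0-medium exceeded S0-low in 3 of 3 experiments, by a mean of 7.96 percentage points, and S1 exceeded S0-low in 3 of 3, by 18.4 points. An exact two-sided sign-flip permutation test gave p = 0.25 for each comparison, which is the smallest p that 3 pairs allow. The test therefore cannot decide whether the populations differ. The paper reports smaller p-values from paired t-tests of both comparisons in Fig. 3e. The S0-low shares lie in the range of the controls in part, and a difference from them was not tested.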
